# Early molecular events during retinoic acid induced differentiation of neuromesodermal progenitors

**DOI:** 10.1242/bio.020891

**Published:** 2016-10-28

**Authors:** Thomas J. Cunningham, Alexandre Colas, Gregg Duester

**Keywords:** Embryonic stem cells, Neuromesodermal progenitors, *Raldh2* knockout embryos, Retinoic acid target genes, *Nkx1-2*, *Zfp503*, *Zfp703*, *Gbx2*, *Id1*, Retinoic acid response elements

## Abstract

Bipotent neuromesodermal progenitors (NMPs) residing in the caudal epiblast drive coordinated body axis extension by generating both posterior neuroectoderm and presomitic mesoderm. Retinoic acid (RA) is required for body axis extension, however the early molecular response to RA signaling is poorly defined, as is its relationship to NMP biology. As endogenous RA is first seen near the time when NMPs appear, we used WNT/FGF agonists to differentiate embryonic stem cells to NMPs which were then treated with a short 2-h pulse of 25 nM RA or 1 µM RA followed by RNA-seq transcriptome analysis. Differential expression analysis of this dataset indicated that treatment with 25 nM RA, but not 1 µM RA, provided physiologically relevant findings. The 25 nM RA dataset yielded a cohort of previously known caudal RA target genes including *Fgf8* (repressed) and *Sox2* (activated), plus novel early RA signaling targets with nearby conserved RA response elements. Importantly, validation of top-ranked genes *in vivo* using RA-deficient *Raldh2^−/−^* embryos identified novel examples of RA activation (*Nkx1-2*, *Zfp503*, *Zfp703*, *Gbx2*, *Fgf15*, *Nt5e*) or RA repression (*Id1*) of genes expressed in the NMP niche or progeny. These findings provide evidence for early instructive and permissive roles of RA in controlling differentiation of NMPs to neural and mesodermal lineages.

## Abstract (precis)

**Summary:** The findings here demonstrate that the signaling molecule retinoic acid (RA) plays an early role in determining how embryonic progenitor cells decide to differentiate into either mesodermal or neural tissues.

## INTRODUCTION

Retinoic acid (RA) is a potent and widely used signaling cue that stimulates differentiation of stem/progenitor cells *in vitro*. The function of endogenous RA in control of stem/progenitor cell differentiation *in vivo* is much less understood (Cunningham and Duester, 2015). This knowledge is essential to provide valuable basic insight into how RA normally controls development and how it may be most useful in regenerative medicine applications.

During development of vertebrate embryos, separation of the three germ layers (embryonic ectoderm, mesoderm and endoderm) is nearly complete by late gastrulation when the previously multipotent epiblast stem cells have differentiated into mostly lineage-restricted progenitors, including progenitors in the caudal epiblast that will give rise to the trunk and tail regions of the embryo. However, a subset of progenitors in the caudal lateral epiblast (and later in the tailbud), known as neuromesodermal progenitors (NMPs), remain bipotent as they can differentiate into either posterior neuroectoderm or presomitic mesoderm in a coordinated fashion to generate the spinal cord and somites for an extended period of time during body axis extension (Tzouanacou et al., 2009; Kimelman, 2011; Henrique et al., 2015; Tsakiridis and Wilson, 2015). NMPs are thus distinct from the neural progenitors that form anterior neural tissue (i.e. forebrain/midbrain). NMPs are unique in that they co-express *Sox2* and *T (Brachyury)* that drive the neuroectodermal lineage and the mesodermal lineage, respectively (Martin and Kimelman, 2012; Olivera-Martinez et al., 2012; Tsakiridis et al., 2014; Wymeersch et al., 2016), along with *Nkx1-2* which is a marker of all caudal progenitors (Delfino-Machin et al., 2005; Tamashiro et al., 2012; Sasai et al., 2014). A positive-feedback FGF and WNT signaling loop maintains an undifferentiated state in caudal progenitors that promote body axis extension (Ciruna and Rossant, 2001; Aulehla et al., 2003; Dunty et al., 2008; Naiche et al., 2011; Martin and Kimelman, 2012; Olivera-Martinez et al., 2012; Jurberg et al., 2014; Cunningham et al., 2015b). Recent studies have shown that NMPs require Wnt signaling for maintenance and differentiation to the presomitic mesodermal lineage (Wymeersch et al., 2016). *In vitro* derivation of NMPs from embryonic stem cells (ESCs) treated with FGF and WNT agonists have recently enabled study of NMPs in precise cellular and molecular detail (Gouti et al., 2014; Turner et al., 2014; Lippmann et al., 2015). The signals and genes that control NMP maintenance and differentiation are currently being investigated.

RA activity is first detected in vertebrate embryos during late gastrulation [embryonic day (E) 7.5 in mouse], just prior to commencement of body axis extension, extending from the posterior hindbrain to the caudal epiblast where NMPs reside (Sirbu et al., 2005; Uehara et al., 2009). Thus, ESCs (which are derived at E3.5) are not normally exposed to RA. The initial source of RA is presomitic mesodermal cells that express *Rdh10* (retinol dehydrogenase 10) and *Raldh2* (*Aldh1a2*, retinaldehyde dehydrogenase) which together metabolize retinol to RA (Duester, 2008; Niederreither and Dollé, 2008). RA functions as a diffusible ligand for nuclear RA receptors (RARs) that bind RA response elements (RAREs) as heterodimers with the nuclear receptor RXR, allowing direct regulation of transcription (Cunningham and Duester, 2015). Loss of RA synthesis in *Raldh2*^−/−^ embryos results in defects in posterior neurogenesis and somitogenesis, followed by premature termination of body axis extension (Duester, 2008; Niederreither and Dollé, 2008). RA is required for body axis extension during the early phase from E7.5-E9.0 when the caudal epiblast exists, but RA is unnecessary for body axis extension during the late phase (E9.5-E13.5) when the caudal region has been transformed into a tailbud (Cunningham et al., 2011). Loss of RA activity in both mouse and avian embryos results in ectopic anterior expansion of caudal FGF signaling, providing evidence that one function of RA signaling during body axis extension (particularly posterior neurogenesis and somitogenesis) is repression of caudal *Fgf8* (Diez del Corral et al., 2003; Vermot et al., 2005; Sirbu and Duester, 2006; Cunningham et al., 2015a). RA also restricts caudal expansion of *Wnt8a*, providing evidence that RA regulates the FGF-WNT feedback loop that maintains caudal progenitors (Cunningham et al., 2015b). Both *Fgf8* and *Wnt8a* possess nearby conserved RAREs, and recent studies demonstrated that the *Fgf8* RARE functions *in vivo* to repress transcription (Kumar and Duester, 2014; Kumar et al., 2016). Another recent study in mouse embryos showed that RA activity in the neural plate is sufficient to repress caudal *Fgf8* and control normal somite size (Cunningham et al., 2015a), but an instructive role for RA within the NMP niche has not yet been described. Loss of RA activity also leads to an imbalance of cell fates within the NMP niche (increased *Tbx6*+ mesoderm near the primitive streak coupled with reduced *Sox2* expression in the caudal epiblast), strongly suggesting RA influences NMP differentiation (Cunningham et al., 2015a).

No systematic, genome-wide study has been conducted to elucidate endogenous targets of RA signaling during NMP differentiation in a strictly cell-specific and physiological context. Previous studies on RA-treated cell lines have typically searched for RA target genes either very broadly (assessing gene expression changes after long time periods of RA exposure leading to expression changes in secondary targets), very crudely [using supraphysiological 1-10 µM RA concentrations that could yield non-specific effects compared to the average endogenous tissue concentration of ∼25 nM observed *in vivo* (Horton and Maden, 1995; Mic et al., 2003)], or without consideration of cell types that are normally exposed to endogenous RA activity (by exposing ESCs or cancer cell lines to RA). ChIP-seq studies using RAR antibodies have been conducted in ESC-derived embryoid bodies (Moutier et al., 2012) to identify potential RAREs near target genes, yielding >13,000 RAR-RXR binding sites in the mouse genome. Although these results do not reveal the key RA target genes in a given endogenous cell type, they do provide a vital resource when assessing the validity of putative RA targets that arise in succeeding studies.

Here, we define the first responding targets of RA signaling in NMPs using whole genome and functional methodologies *in vitro* and *in vivo*. Our studies provide new mechanistic insight on RA action during body axis extension, and provide evidence that RA signaling is essential for proper differentiation of NMPs to both the neural and mesodermal lineages.

## RESULTS

### Derivation of mouse ESC-derived NMPs and effect of RA treatment

Recently established protocols now enable *in vitro* differentiation of *SOX2*+/*T*+ NMPs from mouse and human ESCs with high efficiency, using defined media that provides WNT and FGF signals at specific time points to recapitulate events in the embryo (Gouti et al., 2014; Turner et al., 2014; Lippmann et al., 2015). This enables posterior neuroectoderm differentiation, in contrast to another recent protocol utilizing dual-SMAD inhibition that yields primarily anterior neuroectoderm (Chambers et al., 2009).

We derived NMPs from mouse ESCs using a protocol similar to that described previously (Gouti et al., 2014; Turner et al., 2014) in which cells were treated for 2 days with N2B27/bFGF, followed by 1 day with N2B27/bFGF/CHIR99021 (CHIR99021 is a WNT agonist herein referred to as CHIR), followed by an additional 2 h treatment under various conditions (Fig. 1A). We adapted the NMP derivation protocol by using N2B27 media with a retinoid-free B27 supplement lacking both RA and any retinoid precursors in order to prevent the cells themselves from generating RA; these conditions mimic the lack of endogenous RA activity in embryos prior to late gastrulation (E7.5) when *Raldh2* expression initiates and RA activity is first observed (Sirbu et al., 2005). In order to assess differentiation to an NMP fate, we examined expression of key NMP markers by qRT-PCR with and without the addition of CHIR that functions as an agonist for WNT signaling, required for activation of *T* to attain the NMP fate (Wymeersch et al., 2016). We found that addition of CHIR resulted in downregulation of the key NMP marker *Sox2* (known to be expressed at a high level in ESCs and a lower level in NMPs) and upregulation of the other key NMP marker *T* that is not expressed in ESCs but is known to be upregulated by WNT in NMPs (Fig. 1B). We also observed that expression of *Fgf8*, known to be activated by WNT caudally (Olivera-Martinez and Storey, 2007; Cunningham et al., 2015b), and *Cdx1*, also known to be activated by WNT caudally (Pilon et al., 2007), were both greatly increased by addition of CHIR. These observations are consistent with the phenotype expected if ESCs were differentiated to a caudal-like NMP fate, and with the phenotype observed in the originally published protocols (Gouti et al., 2014; Turner et al., 2014).

**Fig. 1.**
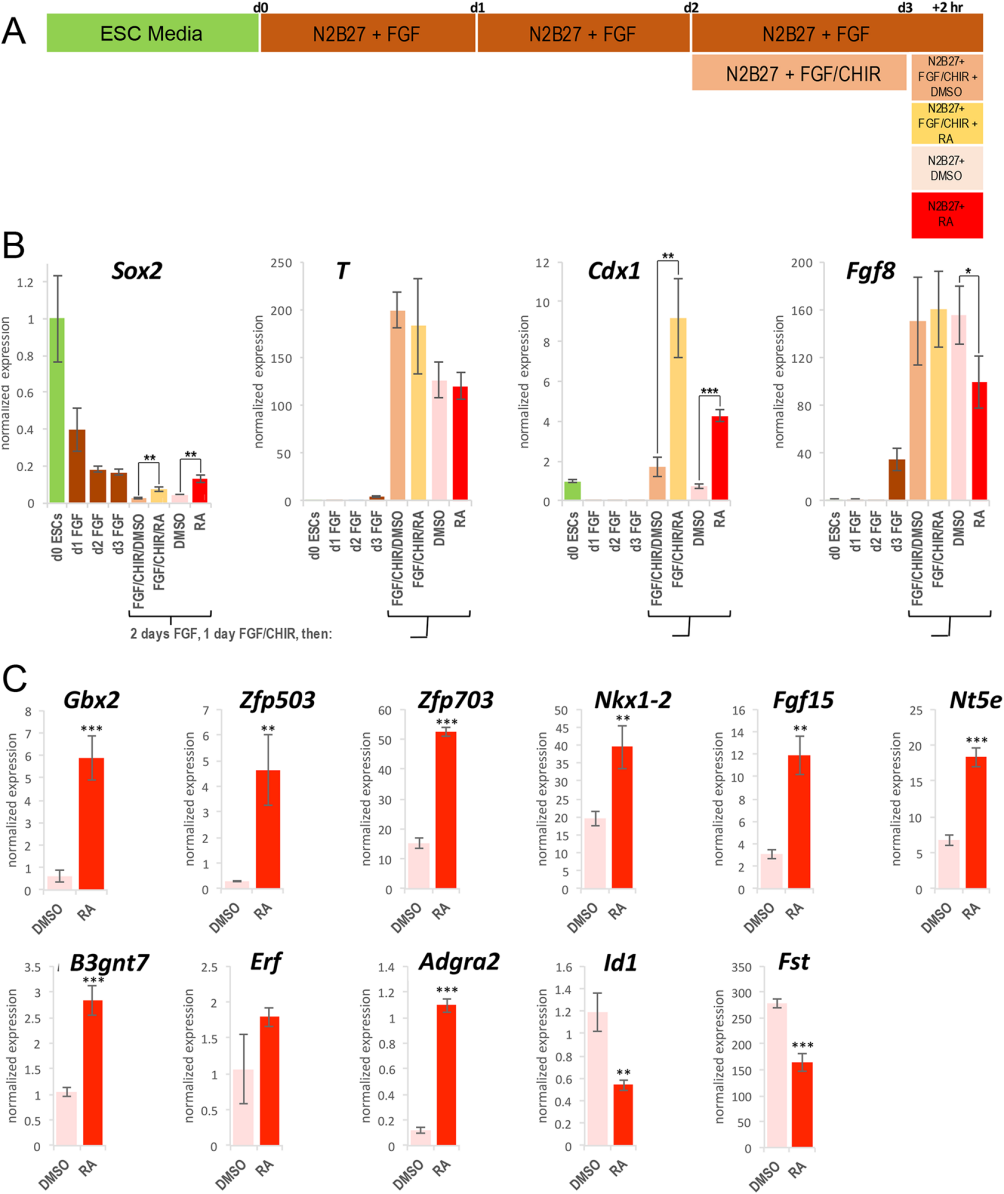
**Derivation of NMPs from mouse ESCs and effect of RA treatment.** (A) The schematic shows the protocol for generating NMPs from ESCs (day 0 to day 3) followed by a further 2 h period in which gene expression is compared with and without 25 nM RA under various conditions. (B) Shown is a 3-day time course of qRT-PCR results used to monitor expression of the key genes co-expressed in NMPs (*Sox2* and *T*) as well as two other genes expressed in caudal progenitors (*Fgf8* and *Cdx1*). (C) The validation of top hits from RNA-seq analysis performed by qRT-PCR analysis of NMPs treated with 25 nM RA or DMSO control for 2 h in the absence of FGF and WNT agonists. Data are expressed as mean±s.e.m. from three replicates (*n*=3); *P<0.05; **P<0.01; ***P<0.001 (Student's *t*-test, two-tailed).

Following the 3 day NMP differentiation protocol, we performed an additional 2 h treatment under five different conditions: bFGF, bFGF/CHIR/DMSO, bFGF/CHIR/RA-25 nM, DMSO, or RA-25 nM as shown in the schematic (Fig. 1A). The 25 nM RA dose represents a physiologically relevant dose for vertebrate embryonic tissues (Horton and Maden, 1995; Mic et al., 2003). We performed qRT-PCR to analyze expression of NMP markers *Sox2* and *T*, as well as *Cdx1* which is known to be directly activated by RA in caudal progenitors (Houle et al., 2003), and *Fgf8* which is known to be directly repressed by RA in caudal progenitors (Kumar and Duester, 2014). *Cdx1* expression was significantly increased by RA (with or without FGF/CHIR) and *Fgf8* expression was significantly decreased by RA in the absence of FGF/CHIR, verifying that our treatment with 25 nM RA for 2 h is sufficient to initiate RA signaling in NMPs for either gene activation or gene repression; inclusion of FGF/CHIR with RA abrogated *Fgf8* repression likely due to CHIR continuing to activate *Fgf8*. Expression of *T* was not significantly changed by RA, whereas *Sox2* expression was significantly increased by RA with or without FGF/CHIR. Our *Sox2* result is consistent with the observation that loss of RA synthesis in *Raldh2*^−/−^ embryos results in reduced *Sox2* expression in caudal progenitors and neural plate (Ribes et al., 2009; Cunningham et al., 2015a), and it provides evidence that upregulation of *Sox2* is part of the early response to RA signaling in NMPs.

### RNA-seq whole transcriptome analysis of RA-treated NMPs

In order to assess the genome-wide effect of RA treatment on mouse ESC-derived NMPs, bFGF/CHIR was removed from the culture medium on day 3 (as shown in Fig. 1A) and NMPs were subjected to the following conditions in N2B27 alone: (i) 2 h 25 nM RA, (ii) 2 h 1 µM RA, or (iii) 2 h DMSO control, with each condition performed in duplicate. 

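The RNA-seq data comprise 6 samples of NMPs that had been derived from mouse ESCs over 3 days and were then kept for 2 h in N2B27 with 25 nM RA, with 1 µM RA or with the DMSO vehicle, 2 samples per condition. NMPs (neuromesodermal progenitors) are caudal cells that give rise to both spinal cord and presomitic mesoderm, and RA (retinoic acid) acts on them by binding nuclear receptors that regulate transcription. The duplicates are cells of separate culture dishes, which the methods call technical replicates, so the spread given below is that between dishes of one experiment. Libraries of total RNA depleted of ribosomal RNA were sequenced as single-end reads, and the authors aligned the reads with TopHat to the mouse mm10 genome and estimated transcript abundance by expectation-maximization. For each sample the authors deposited an estimated count and an RPKM value for each of 30352 RefSeq transcripts of 20631 genes, of which 26919 have identifiers of coding transcripts (NM) and 3433 of non-coding transcripts (NR). The estimated counts are not normalized, and the RPKM values are scaled by transcript length and by the reads of the sample. Estimated counts summed to 42029348 and 34341789 in the DMSO samples, 31753556 and 39498520 in the samples with 25 nM RA, and 35923229 and 36589558 in the samples with 1 µM RA. The RPKM values imply larger totals, from 38466126 to 51499056 reads per sample, of which the estimated counts make up 81.2% to 83.2%. The tests used the estimated counts. Of the genes, 5273 have several transcripts, and the reads of such a gene were divided among its transcripts by the authors' estimation. Between 49.8% and 50.4% of the estimated counts of a sample are not whole numbers. For 124 transcripts the estimated counts equal those of another transcript of the same gene in every sample, so that the values of such transcripts are not independent. Set against the sampling noise of their reads, duplicates had a chi-square per gene of 4.01 for DMSO, 3.82 for 25 nM RA and 5.88 for 1 µM RA. The medians were 0.841, 0.837 and 1.024. Separate dishes can differ by more than sampling noise in any case, so these values do not decide how samples are counted. All 6 samples, being cells of separate dishes, were counted separately. Estimated counts were rounded to whole numbers, normalized by edgeR's TMM method, whose factors lay between 0.99003 and 1.00803, and tested by edgeR's generalized linear model likelihood ratio test, which the methods name, in one fit of all 6 samples. The 22074 transcripts kept by edgeR's filter on low counts were tested, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation was 0.131 between transcripts' duplicates and 0.0351 when the counts of a gene's transcripts were summed. Data simulated from the real means and library sizes, with transcripts changed by a fold change of 2, were tested in the same way. The likelihood ratio test called 63.1% of the 198 changed transcripts tested at an adjusted p under 0.1, and 45.2% of its 228 calls were of transcripts that had not been changed. Of the 78 calls past the list thresholds, 11 were of unchanged transcripts. edgeR's quasi-likelihood test called 53% of the changed transcripts, and 13.2% of its calls were of unchanged ones. These shares depend on how many transcripts change, which was 200 in the simulation. In the real data the likelihood ratio test made 815 calls at 25 nM RA and 1833 at 1 µM RA. The shares are therefore not estimates of the false calls among the real ones.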

Total RNA was collected, purified, and used to conduct whole transcriptome RNA-seq to quantify differentially expressed transcripts. 

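In the DMSO samples, the mean RPKM of *Sox2* (NM_011443, chromosome 3 from 34650005 to 34652460 of mm10) was 5.20 ± 0.00892 (SD, n = 2). That of *T* (NM_009309, chromosome 17 from 8434423 to 8442496) was 375 ± 6.98, the highest of the NMP markers. *Nkx1-2* (NM_009123, chromosome 7 from 132596239 to 132599637) had 39.1 ± 0.250 RPKM and *Mixl1* (NM_013729, chromosome 1 from 180693048 to 180697034) 36.0 ± 0.869 RPKM. *Sox1* (NM_009233, chromosome 8 from 12395519 to 12399555) had 0.237 ± 0.0120 RPKM. With RPKM recalculated on library sizes scaled by TMM, the values were 5.17 for *Sox2*, 373 for *T*, 38.9 for *Nkx1-2*, 35.8 for *Mixl1* and 0.235 for *Sox1*. The means of these markers lie farther apart than the SDs of their duplicates. No test was made between markers, which are different transcripts of the same samples.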

In the absence of RA treatment (DMSO control) several NMP markers were expressed as expected according to average quantitative values for transcript abundance (reads per kilobase of genome mapped per million; RPKM), including relatively low *Sox2* (5.2), high *T* (375.2), moderate *Nkx1-2* (39.11) and *Mlx1* (36.0), while *Sox1* (marking committed neural cells) was very low (0.2). 

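*Rarb* (NM_011243, minus strand of chromosome 14 from 16430840 to 16575476 of mm10) had a mean RPKM of 0.0897 ± 0.0308 (SD, n = 2) in DMSO and 4.95 ± 0.324 with 25 nM RA. Its log2 fold change was 5.74 (standard error 0.31, adjusted p = 3.6e-150 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), and its estimated counts rose from 17.4 and 8.73 in the DMSO samples to 605 and 693. *Cdx1* (NM_009880, minus strand of chromosome 18 from 61018862 to 61036199) had 6.36 ± 0.468 RPKM in DMSO and 21.8 ± 2.70 RPKM with 25 nM RA, a log2 fold change of 1.77 (standard error 0.12, adjusted p = 9.8e-45 from the same test). *Fgf8* isoform f (NM_001166361), which is 1 of the 4 *Fgf8* transcripts of the files (minus strand of chromosome 19 from 45736798 to 45742884), had 7.04 ± 1.12 RPKM in DMSO and 4.43 ± 0.435 RPKM with 25 nM RA, a log2 fold change of -0.67 (standard error 0.19, adjusted p = 0.021). With each sample left out in turn, the log2 fold change stayed between 5.50 and 6.11 for *Rarb*, between 1.65 and 1.89 for *Cdx1* and between -0.83 and -0.50 for *Fgf8* isoform f. The alternative that moved these calls most was edgeR's quasi-likelihood test, by which the adjusted p was 2.2e-04 for *Rarb*, 0.0032 for *Cdx1* and 0.19 for *Fgf8* isoform f, above the threshold of 0.1. By DESeq2's Wald test the adjusted p of *Fgf8* isoform f was 0.16. When the estimated counts of all *Fgf8* transcripts were summed, the RPKM was 58.3 ± 1.52 in DMSO and 50.7 ± 1.24 with 25 nM RA, a log2 fold change of -0.22 (standard error 0.057, adjusted p = 0.0037 from edgeR's likelihood ratio test on the summed counts). With 1 µM RA, the RPKM was 6.23 ± 0.105 for *Rarb*, 24.4 ± 1.75 for *Cdx1* and 6.54 ± 0.119 for *Fgf8* isoform f.

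**Figure D1:**
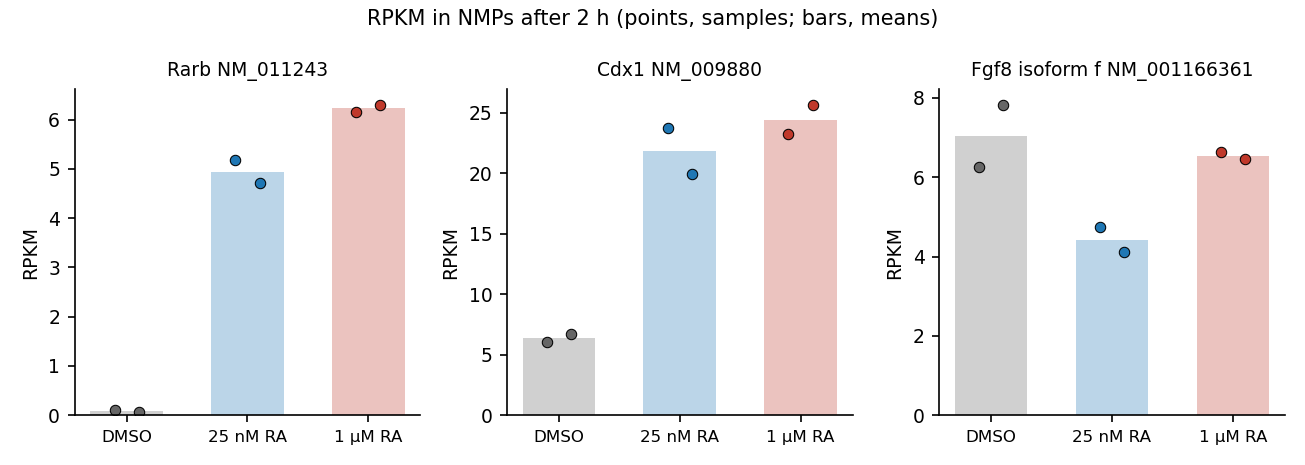
RPKM of *Rarb*, *Cdx1* and *Fgf8* isoform f in NMPs after 2 h with DMSO, 25 nM RA or 1 µM RA. Points are the 2 samples of each condition and bars their means. Both RA-treated samples at 25 nM lie above both DMSO samples for *Rarb* and *Cdx1* and below them for *Fgf8* isoform f.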

In the presence of RA we observed significantly increased expression of *Rarb* (RPKM increased from 0.1 to 5.0) and *Cdx1* (RPKM increased from 2.7 to 7.0) which are known RA-activated genes in the caudal region of mouse embryos, as well as significantly decreased expression of *Fgf8* isoform f (RPKM decreased from 7.0 to 4.4) which is a known RA-repressed gene in caudal progenitors. These initial observations indicate that RA-treated NMPs are behaving as expected.

### Comparison of NMPs treated with 25 nM RA or 1 µM RA

For our RNA-seq results, we ranked transcripts using three criteria: transcript abundance (RPKM), statistical significance (false discovery rate; FDR), and fold-change (logFC). We compiled a list of the most significantly altered transcripts; for genes activated by RA the criteria were set as RPKM>1, FDR<0.1, logFC>1, whereas for genes repressed by RA the criteria were set as RPKM>7, FDR<0.1, logFC>−0.6. 

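With these criteria, applied to the estimated counts with edgeR's likelihood ratio test, 91 transcripts of 84 genes were upregulated by 25 nM RA and 6 transcripts of 6 genes were downregulated. At 1 µM RA, 130 transcripts of 119 genes were upregulated and 26 transcripts of 25 genes were downregulated. The RPKM threshold was applied to the mean of the RA-treated samples for upregulated transcripts and to the mean of the DMSO samples for downregulated ones, and the logFC threshold for downregulated transcripts was taken as below -0.6, as Fig. 3 gives it. Without the thresholds on logFC and RPKM, 815 of the 22074 transcripts tested had an adjusted p under 0.1 at 25 nM RA (497 up and 318 down) and 1833 at 1 µM RA (839 up and 994 down). At an unadjusted p under 0.05 there were 2101 and 3536. The RPKM threshold was the choice that moved the lists most. Without it, 200 transcripts were upregulated and 157 downregulated at 25 nM RA, and 288 and 372 at 1 µM RA. By edgeR's quasi-likelihood test in place of the likelihood ratio test, 73 transcripts were upregulated and 4 downregulated at 25 nM RA, and 108 and 19 at 1 µM RA. With the replicate number as a block in the fit, there were 94 and 6 at 25 nM RA and 130 and 27 at 1 µM RA. The pairing of samples is taken from the replicate numbers of their labels, and 85 of the 22074 transcripts tested differed by replicate number at an adjusted p under 0.1. Across all these transcripts there was almost no common deviation of samples with the same number. The correlation across transcripts of their deviations from the condition means was -0.0146 for DMSO and 25 nM RA, 0.0219 for DMSO and 1 µM RA, and -0.0259 for both RA doses.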

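At 25 nM RA, no transcript with an RPKM above 7 in DMSO had a log2 fold change below -1 with an adjusted p under 0.1 from edgeR's likelihood ratio test, and none did at an unadjusted p under 0.05. With the RPKM threshold set for gene activation, an RPKM above 1, applied to the DMSO samples, 17 transcripts had a log2 fold change below -1 and an adjusted p under 0.1, and 3 of these had an RPKM above 1 with 25 nM RA as well. All 17 belong to genes with several transcripts, and the highest RPKM in DMSO among them was 4.19. By edgeR's quasi-likelihood test 3 transcripts met these criteria and by DESeq2's Wald test 10. When the counts of a gene's transcripts were summed, 2 genes met them, and 1 of these, the small RNA *Snora61* (NR_034046), had an RPKM above 7 in DMSO, at 42.8 ± 37.1 (SD, n = 2), with a log2 fold change of -1.24 (adjusted p = 0.063, and 0.65 in the fit of transcripts). At 1 µM RA, 38 transcripts met them, of which 36 belong to genes with several transcripts.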

No repressed gene hits were yielded under the 25 nM RA conditions with the thresholds set for gene activation, likely due to the short time period involved. We therefore lowered our threshold for logFC, while also tightening the threshold for RPKM values as compensation, using the expression parameters of *Fgf8* as a guide as it is known to be directly repressed by RA in the caudal region of mouse embryos (Kumar and Duester, 2014). 

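The 6 transcripts downregulated by 25 nM RA under the lowered logFC threshold were, in order of their RPKM in DMSO, of *Fst*, *D7Ertd143e*, *Id1*, *Evx1*, *Tfpt* and *Fgf8*. *Fgf8* isoform f (NM_001166361), which served as the guide, had 7.04 ± 1.12 RPKM in DMSO (SD, n = 2) and a log2 fold change of -0.67, so that it passed the RPKM threshold by less than the SD of the duplicates and the logFC threshold by less than the standard error of 0.19. *Evx1* (NM_007966, chromosome 6 from 52313498 to 52318378 of mm10) fell from 10.1 ± 0.0752 to 6.26 ± 0.157 RPKM, a log2 fold change of -0.69 (standard error 0.088, adjusted p = 7.5e-13 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). *D7Ertd143e* (NR_028425, a non-coding transcript, chromosome 7 from 3218784 to 3221015) fell from 17.7 ± 0.542 to 11.6 ± 0.483 RPKM, a log2 fold change of -0.61 (standard error 0.079, adjusted p = 2.6e-12). *Tfpt* (NM_001290381, 1 of 2 transcripts of its gene, chromosome 7 from 3620324 to 3629929) fell from 7.18 ± 0.173 to 4.05 ± 0.898 RPKM, a log2 fold change of -0.84 (standard error 0.21, adjusted p = 0.0036). The sum of the *Tfpt* transcripts did not change, with a log2 fold change of -0.0062 (adjusted p = 0.99), and by edgeR's quasi-likelihood test the adjusted p of the single *Tfpt* transcript was 0.15.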

Genes are listed based on FDR values with the most significant hits on top (Table S1). 

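Ranked by adjusted p from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment, the transcripts upregulated most significantly by 25 nM RA were of *Cyp26a1*, *Gbx2*, *B3gnt7*, *Rarb* and *Nt5e*. *Cyp26a1* (NM_007811, chromosome 19 from 37697808 to 37701536 of mm10) rose from 52.4 ± 0.239 RPKM in DMSO (SD, n = 2) to 178 ± 0.00212 RPKM, a log2 fold change of 1.76 (standard error 0.051, adjusted p = 2.9e-249). *Gbx2* (NM_010262) rose from 1.797 ± 0.0222 to 15.7 ± 0.0993 RPKM, a log2 fold change of 3.13 (standard error 0.11, adjusted p = 4.7e-212). Transcripts of *Fst*, *Evx1*, *D7Ertd143e*, *Id1* and *Tfpt* were, in this order, the most significant of those downregulated by 25 nM RA. At 1 µM RA, the most significant upregulated transcripts were of *Cyp26a1*, *Gbx2*, *Fgf15*, *Dhrs3* and *Lefty1*, and the most significant downregulated ones were of *Sgk1*, *Fst*, *Fn1* and *Zic2*, with *Fst* listed by 2 transcripts. *Lefty1* (NM_010094, chromosome 1 from 180935039 to 180938401) rose from 21.5 ± 0.758 RPKM in DMSO to 79.7 ± 1.65 RPKM with 1 µM RA, a log2 fold change of 1.89 (standard error 0.064, adjusted p = 6.0e-185). *Sgk1* (NM_011361, 1 of 6 transcripts, chromosome 10 from 21994666 to 21999902) fell from 36.3 ± 0.141 to 20.4 ± 0.442 RPKM, a log2 fold change of -0.84 (standard error 0.060, adjusted p = 5.5e-41).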

Under RA treatment conditions, many more transcripts were differentially expressed with 1 µM RA (166 transcripts) compared to 25 nM RA (100 transcripts), although a significant number of transcripts (85) were altered similarly by both conditions (Fig. 2A). 

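From the estimated counts, 156 transcripts passed the thresholds at 1 µM RA and 97 at 25 nM RA, and 81 did so in the same direction at both doses (76 up and 5 down). In all, 172 transcripts passed at either dose. Of the transcripts on both lists, 69 of 81 changed more at 1 µM RA, with a median absolute log2 fold change of 1.66 against 1.49 at 25 nM RA. Of the 75 transcripts listed at 1 µM RA only, 72 changed in the same direction at 25 nM RA, and 43 of them had an adjusted p under 0.1 there from edgeR's likelihood ratio test but not the required fold change or RPKM. Their median absolute log2 fold change was 0.74 at 25 nM RA and 1.09 at 1 µM RA. Both doses were compared with the same DMSO samples, so a deviation of those samples moves both changes the same way. Part of the agreement in direction can come from this. When 1 µM RA was compared with 25 nM RA directly in the same fit, 9 of these 75 transcripts differed between the doses at an adjusted p under 0.1. By edgeR's quasi-likelihood test, 127 transcripts passed at 1 µM RA, 77 at 25 nM RA and 75 at both. With the counts of a gene's transcripts summed, 107 genes passed at 1 µM RA, 72 at 25 nM RA and 64 at both. With the replicate number as a block in the fit, 157 transcripts passed at 1 µM RA, 100 at 25 nM RA and 81 at both, the pairing being taken from the labels. Same-numbered samples of the DMSO and 1 µM RA conditions deviated together with a correlation across transcripts of only 0.0219. With each sample left out in turn, at least 135 of the 156 transcripts at 1 µM RA and at least 87 of the 97 at 25 nM RA still passed the thresholds on fold change and RPKM.

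**Figure D2:**
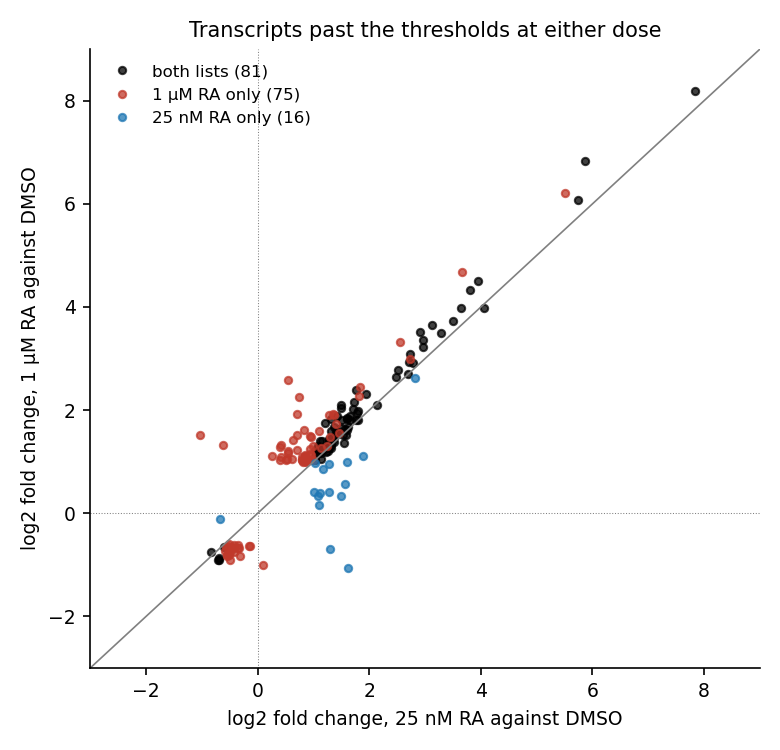
Log2 fold change against DMSO at 25 nM RA (horizontal axis) and 1 µM RA (vertical axis) of the 172 transcripts past the thresholds at either dose. Black points are the 81 transcripts on both lists, red points the 75 on the 1 µM RA list only and blue points the 16 on the 25 nM RA list only, and the diagonal marks equal change. Of the 91 points on one list only, 86 lie on the same side of 0 at both doses. Both axes use the same DMSO samples, which can favour the same side.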

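Across the 22074 transcripts tested, the log2 fold changes at 25 nM RA and at 1 µM RA against the same DMSO samples had a Pearson correlation of 0.582 (Spearman 0.542), and across the 2081 transcripts with an adjusted p under 0.1 at either dose 0.701 (Spearman 0.804). Transcripts are not independent replicates, so these values describe the samples and have no p-value. With a separate DMSO sample for each dose, the Pearson correlation was 0.189 or 0.159 across all transcripts, depending on which DMSO sample was used for which dose, and 0.630 or 0.619 across the 2081 transcripts. A direct comparison of 1 µM RA with 25 nM RA by edgeR's likelihood ratio test gave 398 transcripts with an adjusted p under 0.1, of which 156 were higher and 242 lower at 1 µM RA (1900 at an unadjusted p under 0.05). Their median absolute log2 difference was 0.61, and 375 of them were on none of the lists. Of the 172 transcripts listed at either dose, 23 differed between the doses in this test. The number depended on the test more than on any other choice, since edgeR's quasi-likelihood test gave 2 transcripts, *Cyp26a1* and *Fgf15*, and DESeq2's Wald test 111. With the counts of a gene's transcripts summed, the likelihood ratio test gave 516 genes and the quasi-likelihood test 336. The replicate number as a block in the fit, with the pairing taken from the labels, gave 375 transcripts, and the same-numbered samples of the doses deviated together with a correlation of -0.0259.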

Heat map analysis of the combined 181 significant hits obtained with 25 nM RA and 1 µM RA demonstrated that treatments with 25 nM RA and 1 µM RA result in noticeably different patterns of altered transcript abundance compared to the DMSO control or compared to each other (Fig. 2B). GO analyses of the datasets show that 25 nM RA and 1 µM RA treatments both effect the same wide array of biological processes, molecular functions, and cellular components, but with 1 µM RA consistently altering more transcripts in each category (Fig. 2C).

**Fig. 2.**
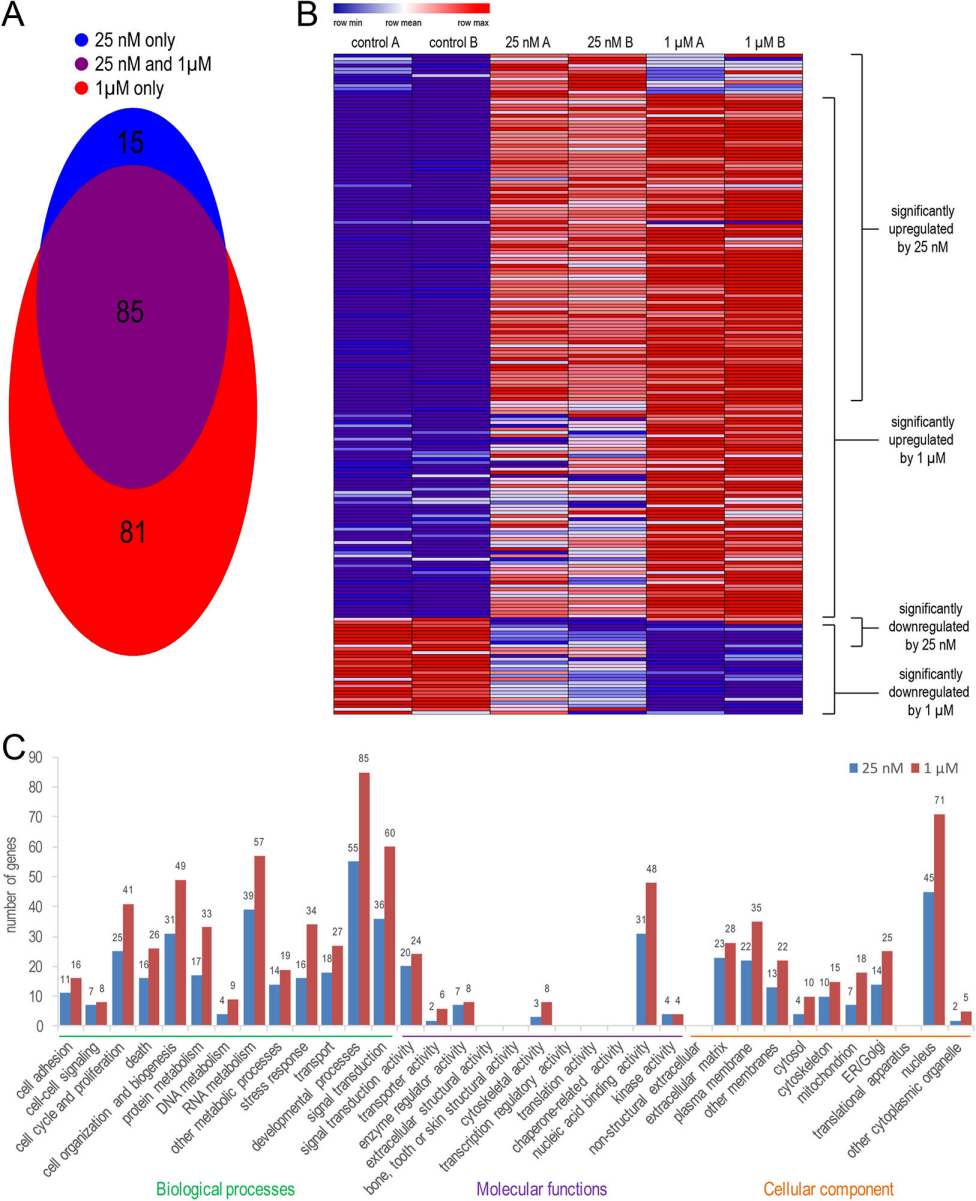
**Bioinformatic analyses of the most significantly altered transcripts in RA-treated NMPs.** The results here are based on comparisons between NMPs treated with 25 nM RA or DMSO control for 2 h, and 1 µM RA or DMSO control for 2 h, with two replicates (*n*=2) for each condition subjected to RNA-seq analysis. (A) Venn diagram depicting the amount of overlap among the transcripts altered by 25 nM and 1 µM RA. (B) Heat map analysis showing the duplicate RNA-seq results of the combined 181 transcripts significantly altered in NMPs treated with 25 nM RA (25 nM A and B) and 1 µM RA (1 µM A and B) compared to DMSO (controls A and B); brackets on right indicate genes that are upregulated or downregulated by either 25 nM RA or 1 µM RA. (C) GO analysis showing the number of transcripts altered by either 25 nM or 1 µM RA that fall into various categories of biological processes, molecular functions, and cellular components.

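The lists of Fig. 3 name 181 genes, of which 168 occur by name among the genes analysed here. The 13 others are non-coding RNA genes whose values were not analysed here. Among genes upregulated by 25 nM RA, 80 of the 84 found here are in Fig. 3, and all 6 of those downregulated are. At 1 µM RA, 118 of the 119 upregulated genes and 24 of the 25 downregulated genes are in Fig. 3. Genes found here only were the gene of the non-coding transcript NR_027924, *Cutc*, *Isg15* and *Ndufs5*, upregulated by 25 nM RA, *Dmkn*, upregulated by 1 µM RA, and *Fkbp2*, downregulated by 1 µM RA. *Isg15* (NM_015783) had a log2 fold change of 1.28 (adjusted p = 0.016 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and *Ndufs5* (NM_001030274) one of 1.49 (adjusted p = 0.035). The others lay close to a threshold or belong to genes with several transcripts, such as *Fkbp2* (NM_008020) with a log2 fold change of -0.60 (adjusted p = 0.074).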

We complied an alphabetical list of the transcripts significantly altered by treatment of NMPs for 2 h with either 25 nM RA or 1 µM RA (Fig. 3). Included in the list of genes differentially expressed at 1 µM RA but not 25 nM are genes that are known from *in vivo* studies to not be expressed in caudal progenitors, but that are instead known to be activated by RA in other tissues at later stages of development, i.e. *Stra8* activated by RA in spermatocytes postnatally (Raverdeau et al., 2012) and *Pitx2* activated by RA in perioptic mesenchyme at E12.5 (Kumar and Duester, 2010). 

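*Stra8* (NM_009292, chromosome 6 from 34920960 to 34939342 of mm10) had an estimated count of 0 and 2 in the DMSO samples, 42 and 54 with 25 nM RA, and 74 and 84 with 1 µM RA. Its RPKM was 0.0162 ± 0.0230 (SD, n = 2) in DMSO, 0.759 ± 0.0120 with 25 nM RA and 1.24 ± 0.100 with 1 µM RA. The log2 fold change was 5.51 at 25 nM RA (standard error 1.07, adjusted p = 2.0e-14 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and 6.22 at 1 µM RA (standard error 1.07, adjusted p = 1.3e-20). With so few reads in DMSO its size is uncertain, and leaving out each sample in turn moved it between 4.45 and 8.64 at 25 nM RA. *Stra8* was thus listed at 1 µM RA only because its RPKM at 25 nM RA lay below the threshold of 1. The direct comparison of 1 µM with 25 nM RA gave a log2 difference of 0.71 (standard error 0.36, adjusted p = 0.57). In the fit of counts summed per gene, where the estimated spread is smaller, the same difference had an adjusted p of 0.020.

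**Figure D3:**
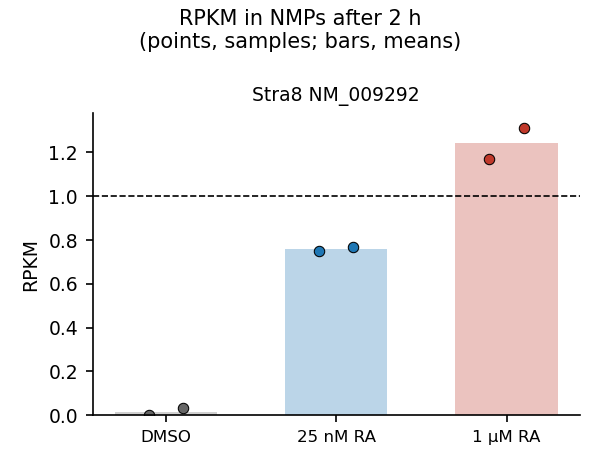
RPKM of *Stra8* in NMPs after 2 h with DMSO, 25 nM RA or 1 µM RA. Points are the 2 samples of each condition, bars their means, and the dashed line marks the RPKM threshold of 1. The RA-treated samples lie above both DMSO samples at either dose, and lie above the dashed line only at 1 µM RA.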

The presence of RAREs near *Stra8* and *Pitx2* suggests that treatment of NMPs with 1 µM RA overrides other cues normally needed for tissue-specific expression, whereas the endogenous RA condition we employed (25 nM RA) provided a more physiologically relevant result as these genes were not significantly activated.

**Fig. 3.**
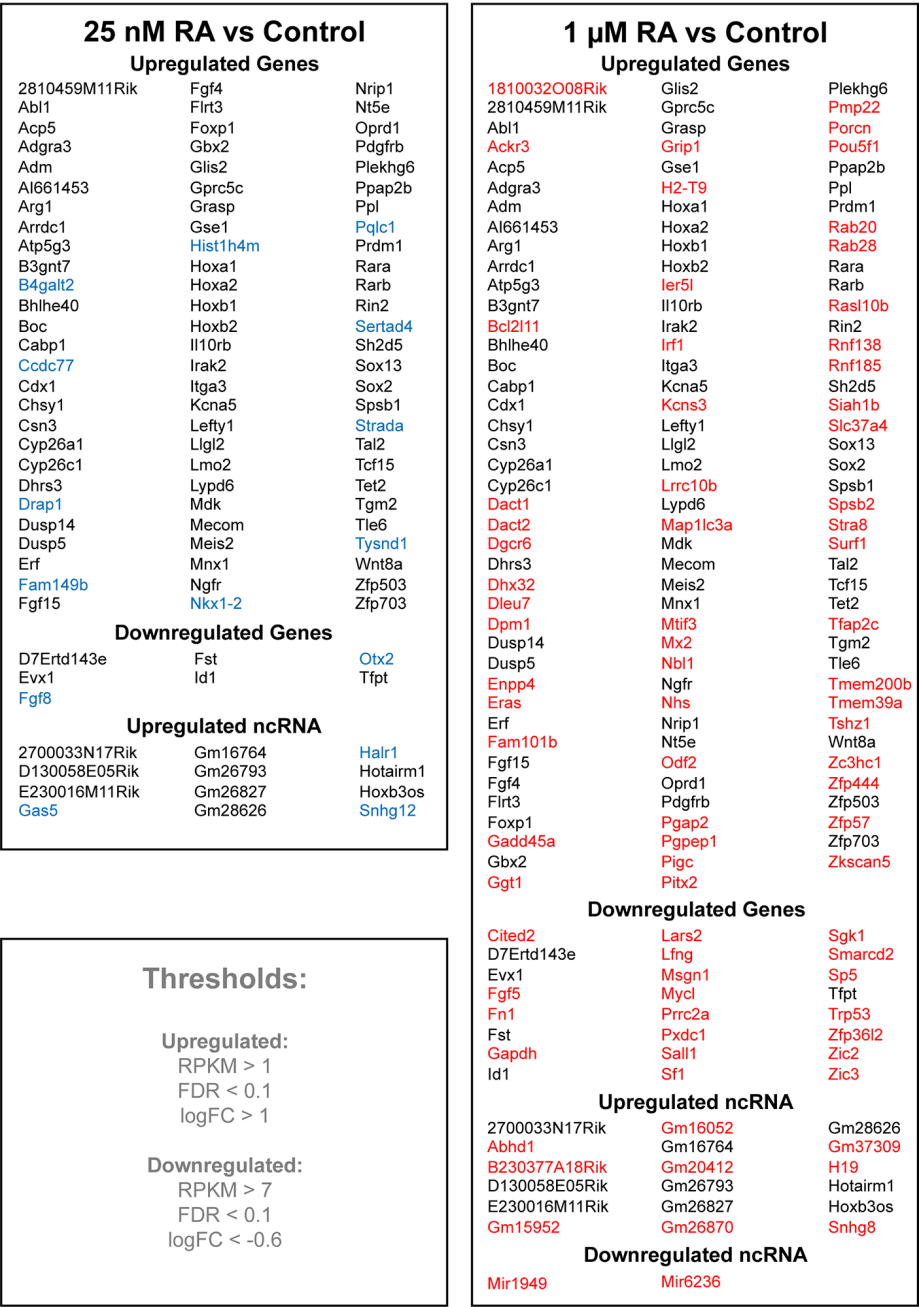
**Comparison of NMP transcripts altered by treatment with low versus high RA levels.** A list of the most significantly altered transcripts from RNA-seq analysis of RA-treated NMPs based on statistical thresholds for upregulation and downregulation shown in the lower left panel (*n*=2). Transcripts shown in blue represent those with significant changes in expression at 25 nM RA but not 1 µM RA, whereas those shown in red represent those with significant changes in expression at 1 µM RA but not 25 nM RA. Transcripts shown in black have significant changes in expression under both conditions.

Conversely, we also observed genes activated at 25 nM that were not significantly activated at 1 µM RA (Fig. 3). This list includes genes that may be expected to play a role in the NMP niche, including *Nkx1-2* which is a marker of caudal progenitors and functions to activate expression of *Fgf8* and *T* (Delfino-Machin et al., 2005; Tamashiro et al., 2012; Sasai et al., 2014), as well as *Drap1* which represses Nodal signaling and is required for normal primitive streak formation (Iratni et al., 2002). 

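On the 25 nM RA list only were 16 transcripts, of which 14 changed in the same direction at 1 µM RA, and 3 of these had an adjusted p under 0.1 there from edgeR's likelihood ratio test. Their median absolute log2 fold change was 1.27 at 25 nM RA and 0.63 at 1 µM RA. The DMSO samples shared by both doses can favour the same direction here as well. In the direct comparison of the doses, 3 of the 16 differed at an adjusted p under 0.1. Genes with several transcripts account for 11 of the 16, and none of these 11 had a sum of transcripts past the same thresholds. The transcripts that differed between the doses were *Arrdc1* NM_178408, with a log2 difference of -2.69 between 1 µM and 25 nM RA (standard error 0.53, adjusted p = 7.1e-04 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), *Cutc* NM_025530 with -1.99 (standard error 0.43, adjusted p = 0.0017) and *Strada* NM_001252449 with -0.93 (standard error 0.29, adjusted p = 0.080). By edgeR's quasi-likelihood test on the sums of transcripts, the adjusted p of this difference was 0.86 for *Arrdc1*, 0.93 for *Cutc* and 0.93 for *Strada*. *Ndufs5* and *Hist1h4m*, also upregulated by 25 nM RA, were not among the 3 transcripts that differed between the doses. By the quasi-likelihood test on sums they did differ, by -1.15 (adjusted p = 0.058) and -0.71 (adjusted p = 0.076). *Ndufs5* had few counts in DMSO, 14.1 on average, and the 25 nM RA dishes differed widely for *Hist1h4m*, at 24.5 ± 10.2 RPKM. Both sums were lower at 1 µM RA. For most gene sums lower at that dose, GC content and length together remain a candidate explanation.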

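*Nkx1-2* (NM_009123, minus strand of chromosome 7 from 132596239 to 132599637 of mm10) had a mean RPKM of 39.1 ± 0.250 (SD, n = 2) in DMSO, 79.5 ± 2.34 with 25 nM RA and 77.7 ± 4.04 with 1 µM RA. Its log2 fold change was 1.02 at 25 nM RA (standard error 0.062, adjusted p = 4.9e-57 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and 0.98 at 1 µM RA (standard error 0.062, adjusted p = 4.4e-53), on either side of the logFC threshold of 1. The difference between the doses was -0.037 (standard error 0.061, adjusted p = 0.99), less than its standard error, and leaving out 1 µM RA replicate 2 changed its sign, to 0.027. *Drap1* has 2 transcripts in the files, both on chromosome 19 from 5422804 to 5424979. The minor one, NM_001291080, was on the 25 nM RA list, with 2.17 ± 0.639 RPKM in DMSO, 4.75 ± 0.718 with 25 nM RA and 2.87 ± 0.653 with 1 µM RA. Its log2 fold change was 1.12 at 25 nM RA (standard error 0.33, adjusted p = 0.025) and 0.39 at 1 µM RA (standard error 0.33, adjusted p = 0.66), and the difference between the doses was -0.73 (standard error 0.32, adjusted p = 0.41). By edgeR's quasi-likelihood test the adjusted p of the *Drap1* minor transcript at 25 nM RA was 0.25, and by DESeq2's Wald test 0.11. The major transcript, NM_024176, had 37.3 ± 0.573, 35.0 ± 0.814 and 37.01 ± 1.89 RPKM in the same order. With the estimated counts of both transcripts summed, the *Drap1* log2 fold change was 0.0088 at 25 nM RA (adjusted p = 0.97).

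**Figure D4:**
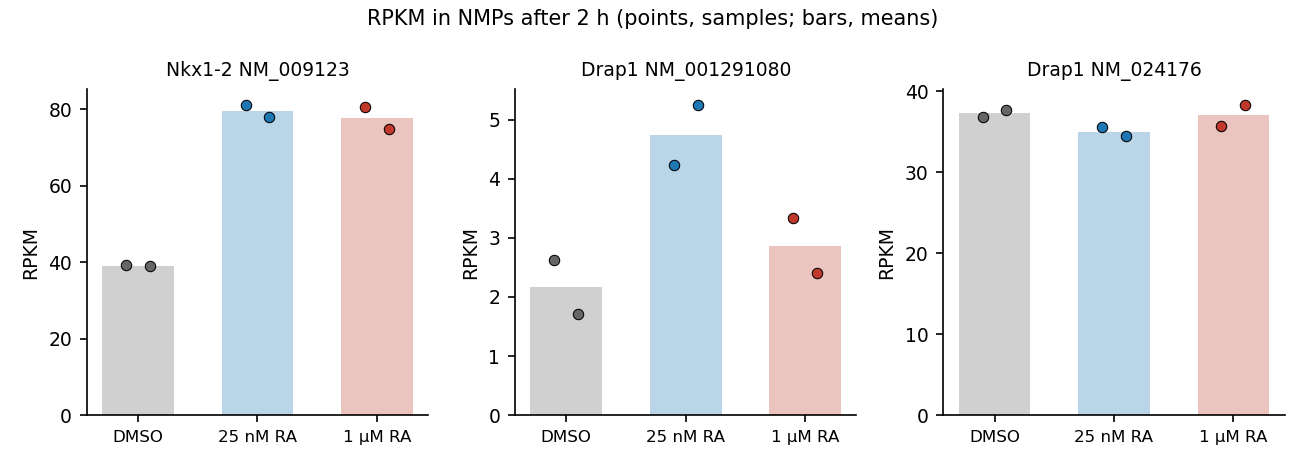
RPKM of *Nkx1-2* and of both *Drap1* transcripts in NMPs after 2 h with DMSO, 25 nM RA or 1 µM RA. Points are the 2 samples of each condition and bars their means. *Nkx1-2* rises to a similar level at both doses, and of the *Drap1* transcripts only NM_001291080, the minor one, rises at 25 nM RA.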

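*Fgf8* isoform f (NM_001166361) had a mean RPKM of 7.04 ± 1.12 (SD, n = 2) in DMSO, 4.43 ± 0.435 with 25 nM RA and 6.54 ± 0.119 with 1 µM RA. The log2 fold change was -0.67 at 25 nM RA (standard error 0.19, adjusted p = 0.021 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and -0.11 at 1 µM RA (standard error 0.19, adjusted p = 0.88), and it changed sign at 1 µM RA, to 0.063, when DMSO replicate 2 was left out. The direct comparison of 1 µM RA with 25 nM RA gave a log2 difference of 0.56 for this isoform (standard error 0.19, adjusted p = 0.16). The *Fgf8* transcript with the most reads, NM_010205, had 19.3 ± 3.59, 15.6 ± 0.484 and 15.5 ± 1.04 RPKM in the same order. When all 4 *Fgf8* transcripts were summed, *Fgf8* fell from 58.3 ± 1.52 RPKM in DMSO to 50.7 ± 1.24 with 25 nM RA and 49.0 ± 3.19 with 1 µM RA, with log2 fold changes of -0.22 (adjusted p = 0.0037) and -0.26 (adjusted p = 7.7e-05). The summed counts differed by -0.046 between the doses (adjusted p = 0.80). *Otx2* is represented by 4 transcripts (NM_001286483 on chromosome 14 from 48657677 to 48665109 of mm10). NM_144841 had a log2 fold change of -0.84 at 25 nM RA with an adjusted p of 0.19, above the threshold. NM_001286483 had one of -0.29 at that dose (standard error 0.15, adjusted p = 0.51). At 1 µM RA, NM_001286483 had a log2 fold change of -0.50 (adjusted p = 0.015), which does not pass the logFC threshold. NM_001286482 had one of -1.46 there (adjusted p = 0.039), but its RPKM in DMSO was 2.05, below the threshold. In a fit of only the 4 samples with DMSO or 25 nM RA, *Otx2* passed the thresholds for repression. Summed over its transcripts, *Otx2* fell from 28.1 ± 0.929 RPKM in DMSO to 20.3 ± 0.967 with 25 nM RA and 19.4 ± 0.639 with 1 µM RA, with log2 fold changes of -0.47 (adjusted p = 1.3e-14) and -0.55 (adjusted p = 1.1e-19). The difference between the doses was -0.074 (adjusted p = 0.63).

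**Figure D5:**
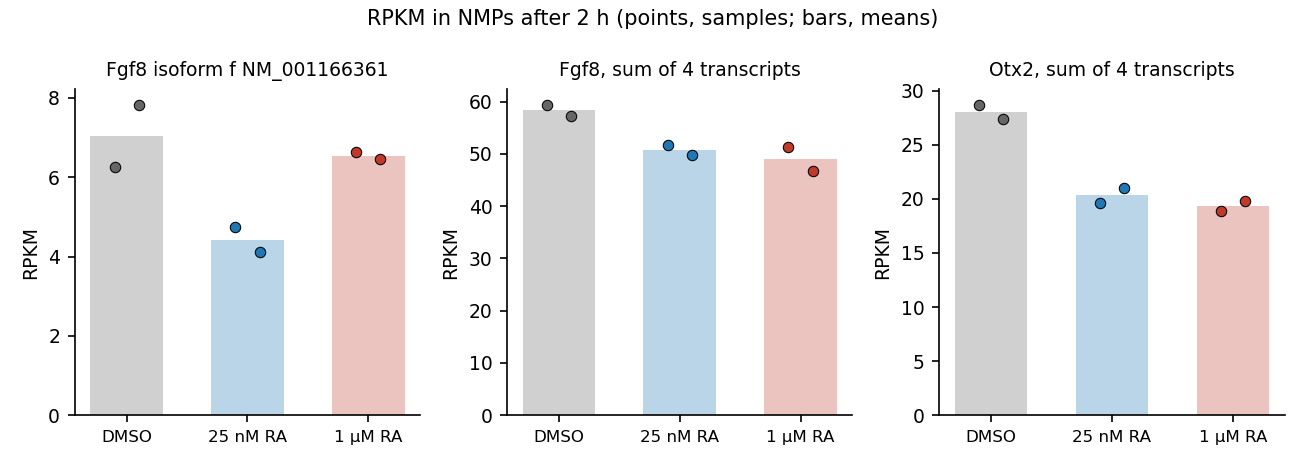
RPKM of *Fgf8* isoform f, of the sum of the 4 *Fgf8* transcripts and of the sum of the 4 *Otx2* transcripts in NMPs after 2 h with DMSO, 25 nM RA or 1 µM RA. Points are the 2 samples of each condition and bars their means. Isoform f is low at 25 nM RA only, and both sums lie below DMSO at either dose.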

We also observed genes repressed at 25 nM that were not significantly repressed at 1 µM RA (Fig. 3), including *Fgf8* which is known to be directly repressed by RA in neural plate (Diez del Corral et al., 2003; Kumar and Duester, 2014; Cunningham et al., 2015a), and *Otx2* which is downregulated in the caudal neuroectoderm (Li and Joyner, 2001). These observations provide further evidence that use of a supraphysiological dose of RA prevents a normal RA response possibly due to off-target effects.

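In all, 91 transcripts were on the list of one dose only, 75 at 1 µM RA and 16 at 25 nM RA. Of these, 86 changed in the same direction at both doses, which the shared DMSO samples can favour. A difference between the doses at an adjusted p under 0.1, from edgeR's likelihood ratio test of 1 µM RA against 25 nM RA, was found for 12 of the 91. Of the transcripts listed at either dose, 5 changed in opposite directions, *Arrdc1* by 2 transcripts and *Cutc*, *Zc3hc1* and *Mir6236* by 1 each. For all 5 the direct comparison had an adjusted p under 0.1, and for each the adjusted p against DMSO was under 0.1 at one dose only. By edgeR's quasi-likelihood test the adjusted p of the difference lay between 0.39 and 0.41 for these 5. With counts summed per gene, that test gave an adjusted p of 0.86 for *Arrdc1*, 0.93 for *Cutc*, 0.46 for *Zc3hc1* and 0.0026 for *Mir6236*. *Mir6236* (NR_105744) had a log2 fold change of 0.085 at 25 nM RA (adjusted p = 0.9999) and -0.9989 at 1 µM RA (adjusted p = 0.0028). Of the listed transcripts, those that differed most significantly between the doses were on both lists and higher at 1 µM RA, *Cyp26a1* with a log2 difference of 0.64 (standard error 0.049, adjusted p = 6.0e-35), *Fgf15* with 0.60 (standard error 0.062, adjusted p = 2.5e-18) and *Fgf4* with 0.56 (standard error 0.067, adjusted p = 1.1e-12). From genes altered at 1 µM RA only, such as *Stra8*, and the RAREs near them, the paper proposes that 1 µM RA overrides cues normally needed for tissue-specific expression and that 25 nM RA gave the more physiologically relevant result. From the genes altered at 25 nM RA only, it reasons that a supraphysiological dose prevents a normal response, and it proposes off-target effects as the reason.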

Under both RA treatment conditions, we yielded a cohort of RA-activated, non-coding RNA genes (Fig. 3). 

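Non-coding transcripts, which the files mark by NR identifiers, made up 5 of the 91 transcripts upregulated by 25 nM RA and 6 of the 130 upregulated by 1 µM RA. Among downregulated transcripts they were 1 of 6 at 25 nM RA and 3 of 26 at 1 µM RA. NR identifiers also mark non-coding transcripts of genes that have coding ones, such as *Arrdc1* NR_027876, upregulated by 1 µM RA, beside *Arrdc1* NM_178408. The counts are therefore not counts of non-coding RNA genes, of which the paper speaks. *Hotairm1* (NR_131181, chromosome 6 from 52158524 to 52162020 of mm10) rose from 2.45 ± 0.554 RPKM in DMSO (SD, n = 2) to 14.2 ± 1.06 with 25 nM RA and 17.1 ± 3.42 with 1 µM RA. Its log2 fold change was 2.51 at 25 nM RA (standard error 0.33, adjusted p = 7.6e-12 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and 2.78 at 1 µM RA (standard error 0.33, adjusted p = 6.8e-15). *Halr1* (NR_110440, chromosome 6 from 52102949 to 52113684) had estimated counts of 6 and 2 in DMSO, 24 and 29 with 25 nM RA, and 16 and 31 with 1 µM RA. Its RPKM rose from 0.147 ± 0.0880 to 1.10 ± 0.0309 and 0.966 ± 0.428. The *Halr1* log2 fold change was 2.82 at 25 nM RA (standard error 0.73, adjusted p = 0.0026) and 2.63 at 1 µM RA (standard error 0.73, adjusted p = 0.0043), where its RPKM lay below the threshold of 1. At this depth the *Halr1* calls depend on the test, since the adjusted p from edgeR's quasi-likelihood test was 0.17 at 25 nM RA and 0.11 at 1 µM RA. Expression values of the other non-coding RNA genes that the paper links to coding genes were not analysed here.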

Analysis of these reveal that most are linked to coding genes that also appear in our candidates list; those activated at 25 nM are: *D130058E05Rik* (*Gbx2*), *Hotairm1* (*Hoxa1*), *Gm16764* (*Nkx1-2*), *Gm26827* (*Chsy1*), *Gm26793* (*Fgf15*), *Gm28626* (*B3gnt7*), *2700033N17Rik* (*Meis2*), and *Halr1* (*Hoxa* cluster).

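In the GRCm38 (mm10) annotation, *D130058E05Rik* lies on the plus strand of chromosome 1 from 89930234 to 89933290 and overlaps *Gbx2*, on the minus strand from 89927956 to 89931179, by 946 bases at their 5′ ends. *Gm16764* (plus strand of chromosome 7 from 132597387 to 132599637) lies within *Nkx1-2* (minus strand from 132594878 to 132599637), and *Gm26827* (minus strand of chromosome 7 from 66109515 to 66173121) lies within *Chsy1* (plus strand from 66109515 to 66173798). *Gm26793* (minus strand of chromosome 7 from 144894560 to 144897461) overlaps *Fgf15* (plus strand from 144896531 to 144900953) by 931 bases, and *Gm28626* (minus strand of chromosome 1 from 86303195 to 86304059) lies within *B3gnt7* (plus strand from 86302832 to 86307305). The non-coding RNA gene that the paper links to *Meis2* (minus strand of chromosome 2 from 116066218 to 116067444) does not overlap it, lying 378 bases away on the same strand. With 25 nM RA, the coding genes named above rose from 1.797 to 15.7 RPKM for *Gbx2*, from 39.1 to 79.5 for *Nkx1-2*, from 16.1 to 33.6 for *Chsy1*, from 7.77 to 21.9 for *Fgf15*, from 16.4 to 45.2 for *B3gnt7* and from 0.189 to 1.51 for *Meis2* NM_001136072. All were on the list of upregulated transcripts (n = 2 per condition), with log2 fold changes from 1.02 for *Nkx1-2* to 3.13 for *Gbx2*. The largest adjusted p among these, from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment, was that of *Meis2*, at 5.1e-21.

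**Figure D6:**
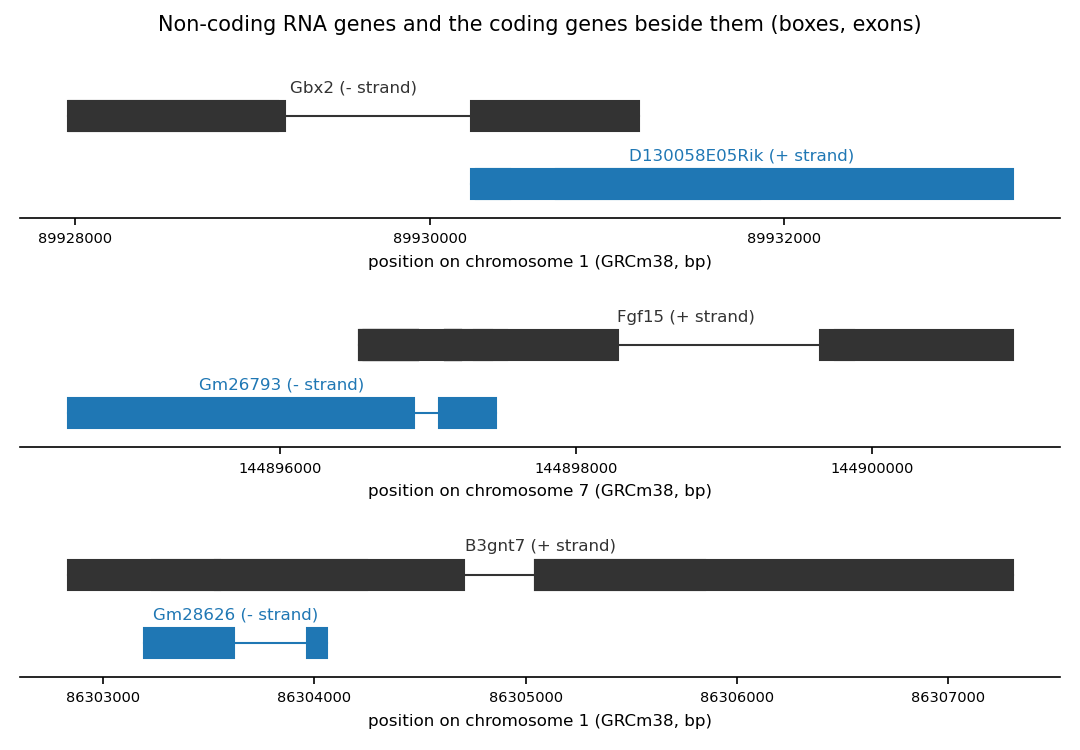
Positions on GRCm38 of *D130058E05Rik* and *Gbx2*, *Gm26793* and *Fgf15*, and *Gm28626* and *B3gnt7*. Boxes are exons, lines introns, coding genes are black and non-coding RNA genes blue, with the strand after each name and the position in bp along the horizontal axis. In each case the non-coding RNA gene lies on the opposite strand and overlaps the coding gene.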

### Candidate genes that respond to treatment of NMPs with 25 nM

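Ranked by log2 fold change, the 91 transcripts upregulated by 25 nM RA begin with *Csn3* (NM_007786, 7.85), which had almost no reads in DMSO, followed by *Dhrs3* (NM_011303, 5.86), *Rarb* (5.74), another *Dhrs3* transcript (NM_001172424, 4.06), *Meis2* (NM_010825, 3.94) and *Zfp503* (3.80). Among genes of RA signaling and metabolism, *Dhrs3* NM_011303 rose from 0.137 ± 0.119 RPKM in DMSO (SD, n = 2) to 7.76 ± 0.498 RPKM, a log2 fold change of 5.86 (standard error 0.34, adjusted p = 1.6e-129 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). *Rara* NM_001176528, at rank 17, rose from 0.806 ± 0.0566 to 5.32 ± 0.167 RPKM, and *Cyp26a1*, at rank 28, from 52.4 ± 0.239 to 178 ± 0.00212 RPKM. The 3′ *Hox* gene *Hoxa2* (NM_010451) was at rank 15, with a log2 fold change of 2.78 (standard error 0.31, adjusted p = 3.2e-17). *Halr1* and *Hotairm1*, the *Hox*-associated non-coding RNAs, were at ranks 14 and 19 with log2 fold changes of 2.82 and 2.51, and *Cdx1* was at rank 26 with 1.77. *Fgf8* isoform f was 1 of the 6 downregulated transcripts, with a log2 fold change of -0.67. Ranked by adjusted p in place of fold change, *Cyp26a1* was at rank 1, *Rarb* at rank 4, *Dhrs3* NM_011303 at rank 6, *Cdx1* at rank 23 and *Halr1*, with few reads, at rank 76.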

Going forward with our 25 nM RA condition as a more physiologically relevant result for our RNA-seq studies, we noticed that several of the top-ranked hits for highest fold-change are currently recognized RA target genes that act in the caudal region during axial development, including RA signaling and metabolism pathway genes, 3′ *Hox* genes, *Hox*-associated long non-coding RNAs, *Cdx1*, and *Fgf8*, thus validating our approach. Among the 100 top-ranked RA-responding genes, 16 have been previously examined in either RA-deficient *Raldh2*^−/−^ embryos at E7.5-E8.5 (the time period when NMPs first arise and begin to differentiate), or in RA-deficient chick or zebrafish embryos at the equivalent stage. Those published results show that 12 out of these 16 genes are validated RA target genes due to altered expression *in vivo* in the NMP niche, thus providing further evidence that our 25 nM RA dataset represents a useful list of RA target genes relevant to NMP biology (Table 1). However, the presence of four genes in this list that do not show altered expression in embryos demonstrates that *in vivo* validation is necessary to identify authentic RA target genes.

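Of the genes of Table 1, *Fgf8* and *Fst* were among the transcripts downregulated by 25 nM RA here, and *Wnt8a*, *Fgf4*, *Nrip1*, *Hoxb1* and *Cyp26c1* among those upregulated. *Wnt8a* (NM_009290, chromosome 18 from 34542328 to 34548061 of mm10) rose from 21.4 ± 0.568 RPKM in DMSO (SD, n = 2) to 50.0 ± 0.394 RPKM with 25 nM RA, a log2 fold change of 1.22 (standard error 0.065, adjusted p = 9.6e-74 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). The paper counts *Wnt8a* among genes that RA represses in the NMP niche of embryos. Its rise in cultured NMPs after 2 h was in the opposite direction. *Fgf4* (NM_010202, chromosome 7 from 144861386 to 144865243) rose from 4.31 ± 0.153 to 12.2 ± 0.243 RPKM, a log2 fold change of 1.49 (standard error 0.076, adjusted p = 2.3e-83). *Nrip1* (NM_173440, chromosome 16 from 76290862 to 76373049) rose from 2.66 ± 0.137 to 7.05 ± 0.0389 RPKM, a log2 fold change of 1.40 (standard error 0.084, adjusted p = 1.9e-59). *Hoxb1* (NM_008266, chromosome 11 from 96365758 to 96368253) rose from 4.00 ± 0.840 to 8.65 ± 0.721 RPKM, a log2 fold change of 1.10 (standard error 0.16, adjusted p = 3.8e-09). *Cyp26c1* (NM_001105201, chromosome 19 from 37685680 to 37693307) rose from 0.488 ± 0.126 to 1.25 ± 0.0240 RPKM, a log2 fold change of 1.36 (standard error 0.34, adjusted p = 0.0042). It was no longer called by edgeR's quasi-likelihood test (adjusted p = 0.14) or by DESeq2's Wald test (adjusted p = 0.12).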

**Table 1.**
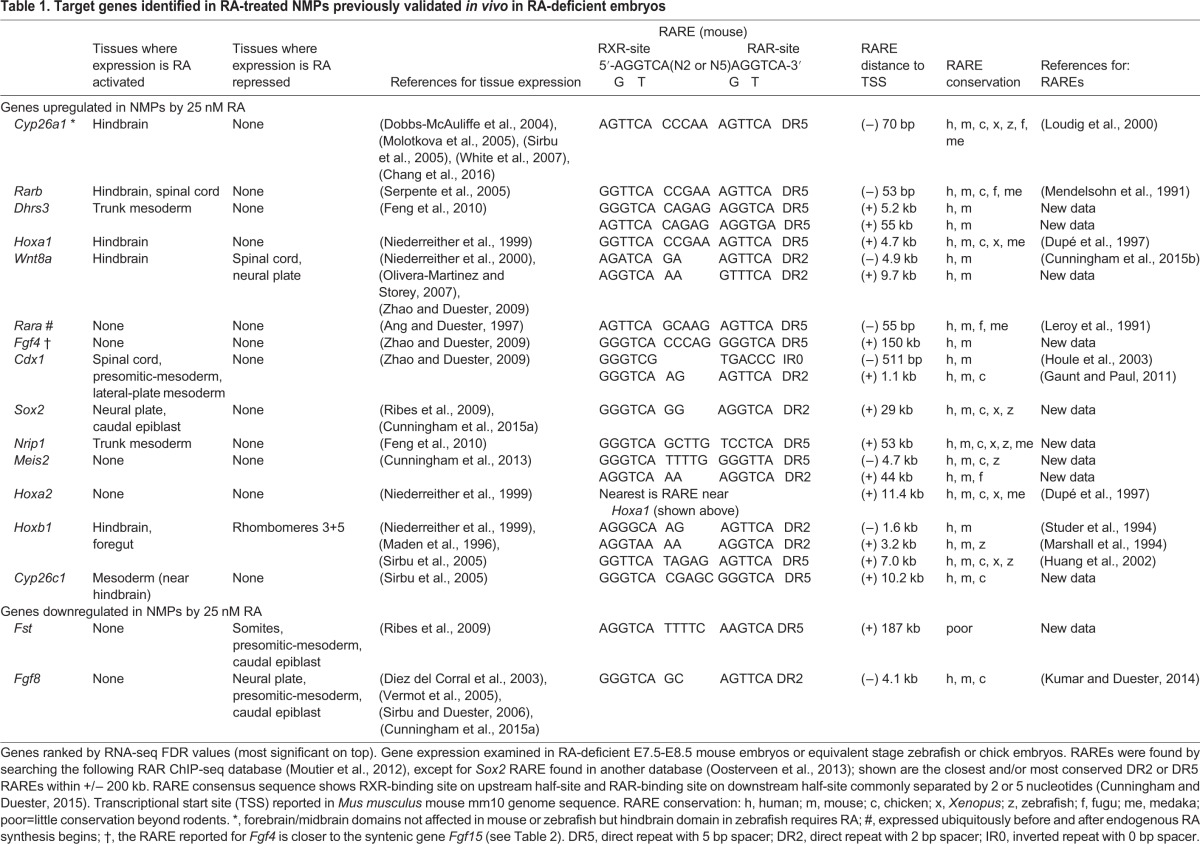
**Target genes identified in RA-treated NMPs previously validated *in vivo* in RA-deficient embryos**

Among these 16 genes previously examined in RA-deficient embryos, nine have been reported to have nearby RAREs in the mouse genome (Table 1). We further examined these RAREs and now report their locations relative to the transcription start site of the RA-responsive gene, plus we report that each of these nine RAREs is conserved in human and often in chick, *Xenopus*, or zebrafish (Table 1). Through analysis of previously published RAR ChIP-seq database for mouse embryoid bodies (Moutier et al., 2012), we identified mouse RAREs near the other seven genes previously examined in RA-deficient embryos. All these RARES are conserved in at least human, except for *Fst* which was found only in mouse (Table 1). Also, all were of the DR2 or DR5 variety (direct repeats with spacers of 2 or 5 bp) which are the most common RAREs associated with genes that are known to require RA for correct expression *in vivo* (Cunningham and Duester, 2015). These RARE analyses provide further support for the identification of RA target genes.

We next sought to examine several additional potential RA targets among this list of 100 candidates to further test our framework. 

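With 25 nM RA, the mean RPKM (SD, n = 2) of the RA-activated candidates was 4.42 ± 0.280 for *Zfp503* (NM_145459, chromosome 14 from 21983962 to 21989601 of mm10), 2.40 ± 0.0718 for *Zfp703* (NM_001101502, chromosome 8 from 26977336 to 26981462) and 2.87 ± 0.436 for *Adgra3* (NM_054044, chromosome 8 from 27085841 to 27123436). It was 15.7 ± 0.0993 for *Gbx2* (NM_010262, chromosome 1 from 89927962 to 89931176), 21.9 ± 0.295 for *Fgf15* (NM_008003, chromosome 7 from 144896532 to 144900951), 36.1 ± 1.92 for *Erf* (NM_010155, chromosome 7 from 25242560 to 25250758), 45.2 ± 1.08 for *B3gnt7* (NM_145222, chromosome 1 from 86303221 to 86307305), 40.3 ± 0.0199 for *Nt5e* (NM_011851, chromosome 9 from 88327609 to 88372089) and 79.5 ± 2.34 for *Nkx1-2* (NM_009123, chromosome 7 from 132596239 to 132599637). In DMSO, the mean RPKM was 0.315 ± 0.0171 for *Zfp503*, 0.828 ± 0.0847 for *Zfp703*, 0.293 ± 0.0160 for *Adgra3*, 1.797 ± 0.0222 for *Gbx2*, 7.77 ± 0.0180 for *Fgf15*, 16.0 ± 0.221 for *Erf*, 16.4 ± 0.0329 for *B3gnt7*, 14.8 ± 0.431 for *Nt5e* and 39.1 ± 0.250 for *Nkx1-2*. All were upregulated, with log2 fold changes from 1.02 for *Nkx1-2* (standard error 0.062) to 3.80 for *Zfp503* (standard error 0.18), and the largest adjusted p from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment was 7.1e-14, for *Zfp703*. *Zfp703* is represented by 2 transcripts and the other candidates by 1 each. The files give the name *Adgra3* to NM_054044, whereas the RefSeq gene table of the same build gives that transcript the name *Adgra2*. The transcript that the files name *Adgra2* (NM_133911, chromosome 5 from 49959951 to 50058996) had 28.6 ± 0.384 RPKM in DMSO and 27.7 ± 0.0972 RPKM with 25 nM RA (log2 fold change -0.053, adjusted p = 0.92).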

From our 25 nM RA dataset, we selected nine sample RA-activated candidates across a range of average expression values (Table 2): *Zfp503*, *Zfp703*, and *Adgra3* (low RPKM 2-14.99); *Gbx2* (medium RPKM 15-39.99); *Fgf15*, *Erf*, *B3gnt7*, and *Nt5e* (high RPKM 40-74.99); and *Nkx1.2* (very high RPKM>75). 

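*Fst* transcript NM_001301375 (minus strand of chromosome 13 from 114452262 to 114458951 of mm10) had a mean RPKM of 29.2 ± 0.953 (SD, n = 2) in DMSO, the highest of the 6 transcripts downregulated by 25 nM RA, and 18.01 ± 0.988 RPKM with 25 nM RA. Its log2 fold change was -0.70 (standard error 0.068, adjusted p = 3.7e-22 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). Another *Fst* transcript, NM_008046, had 58.2 ± 2.15 RPKM in DMSO and 41.5 ± 1.79 RPKM with 25 nM RA, a log2 fold change of -0.49 (standard error 0.074, adjusted p = 6.3e-09) that does not pass the logFC threshold. Summed over its 3 transcripts, *Fst* fell from 107 ± 4.96 to 73.5 ± 0.0226 RPKM, with a log2 fold change of -0.55 (standard error 0.051, adjusted p = 4.7e-25). *Id1* (NM_010495, plus strand of chromosome 2 from 152736251 to 152737410) had 16.1 ± 0.446 RPKM in DMSO and 9.85 ± 0.156 RPKM with 25 nM RA, a log2 fold change of -0.71 (standard error 0.12, adjusted p = 8.6e-07). Leaving out each sample in turn kept the log2 fold change between -0.75 and -0.65 for *Fst* NM_001301375 and between -0.75 and -0.68 for *Id1*.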

We also selected two RA-repressed candidates: *Fst* (with the highest RPKM value before RA treatment, 29.2) and *Id1* (average RPKM before RA treatment, 16.1). *Zfp503*, a zinc finger gene (Ji et al., 2009) and *Gbx2*, a homeobox gene (Li and Joyner, 2001), are mentioned in the literature as being upregulated in posterior neuroectoderm using RA agonist or antagonist treatments at late mouse embryo stages (>E9.5). *Erf*, encoding an ETS repressive factor, was previously shown to be activated by RA treatment in *Xenopus* embryos (Janesick et al., 2013). Also, one gene that was previously shown to be downregulated by RA, i.e. *Fst* encoding the BMP antagonist follistatin, was re-examined here (Ribes et al., 2009). Of the remaining genes, *Nkx1-2* is expressed at a high level in the caudal region of late gastrulation embryos and at a lower level in the posterior neural tube, and is considered a key marker of NMPs (Delfino-Machin et al., 2005; Tamashiro et al., 2012; Sasai et al., 2014), *Zfp703* is a close homologue of *Zfp503*, *Fgf15* encodes fibroblast growth factor 15, with a function in neural progenitor cell differentiation (Parchem et al., 2015), *Adgra2* (Gpr124) encodes an adhesion G-protein coupled receptor needed for central nervous system angiogenesis (Kuhnert et al., 2010), *B3gnt7* encodes β-1,3-N-acetylglucosaminyltransferase, with no previous link to NMP or neural development, *Nt5e* encodes ecto-5′-nucleotidase and was previously found to be upregulated in ESC-derived NMPs (Gouti et al., 2014), and *Id1* encodes a helix-loop-helix transcription factor involved in lateral plate mesoderm development that is induced by bone morphogenetic protein (BMP) signaling in ESCs (Hollnagel et al., 1999). qRT-PCR analysis of NMPs treated with 25 nM RA for 2 h was performed to validate these 11 top hit genes as RA target genes. All were validated as RA target genes with the exception of *Erf* whose expression followed the same trend as seen in its RNA-seq results but was not significant (Fig. 1C).

**Table 2.**
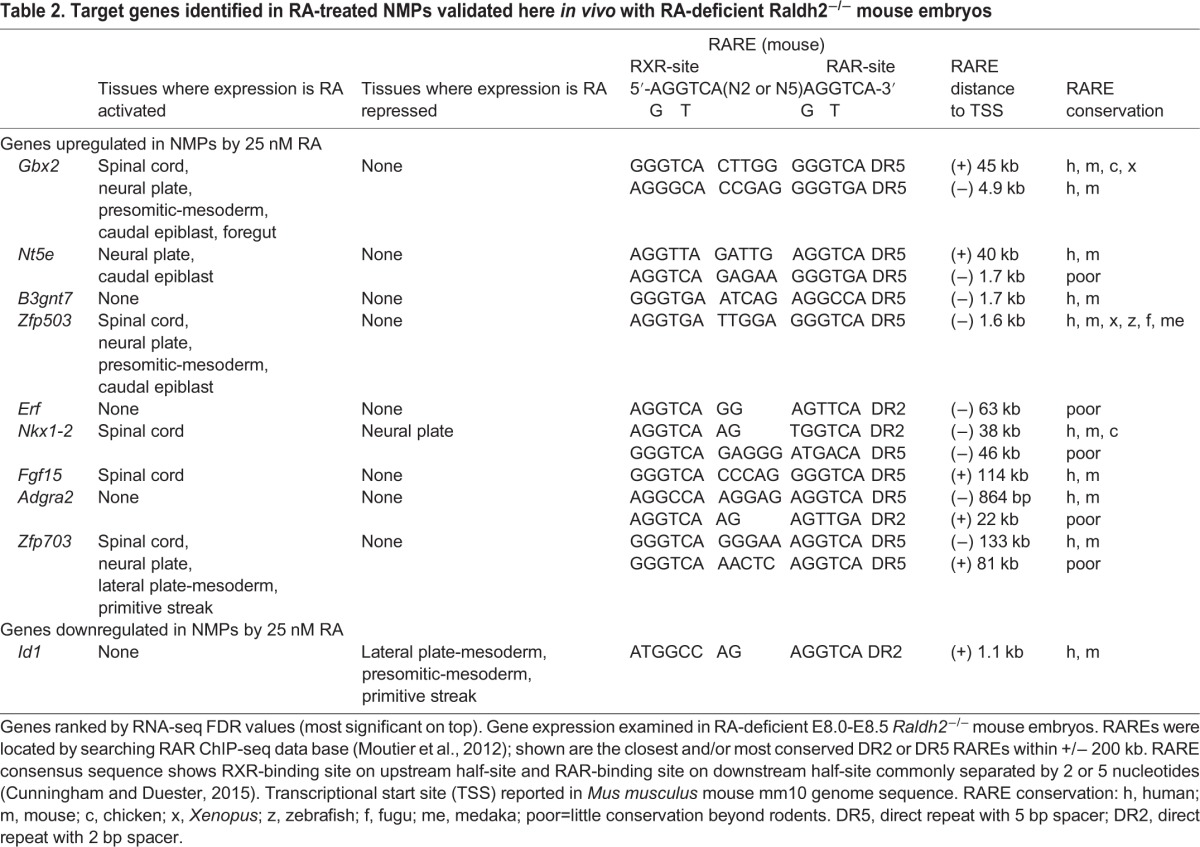
**Target genes identified in RA-treated NMPs validated here *in vivo* with RA-deficient Raldh2^−/−^ mouse embryos**

None of these 11 genes have been reported to have RAREs nearby. Through analysis of previously published mouse RAR ChIP-seq data (Moutier et al., 2012), we identified DR2 or DR5 RAREs near all 11 of these new candidate RA target genes in the mouse genome, with all being conserved at least in human with the exception of *Erf* (Table 2). Together, our RNA-seq data on RA-treated NMPs and our identification of RAREs near each of these 11 genes suggests that they are good candidates to further examine *in vivo* as potential RA target genes.

### *In vivo* validation of RA target genes in the NMP niche using *Raldh2*^−/−^ embryos

In order to determine whether the potential new RA-target genes identified above by RNA-seq and confirmed by qRT-PCR are regulated by RA in the NMP niche *in vivo*, we assessed their expression patterns during late gastrulation in mouse embryos by whole mount *in situ* hybridization. By comparing expression in wild-type embryos and *Raldh2*^−/−^ embryos that are deficient in synthesis of endogenous RA, we identified candidates that are affected by loss of RA signaling *in vivo*. Among the nine newly examined genes that are activated by RA in NMPs *in vitro*, we found that *Gbx2*, *Zfp503*, *Zfp703*, *Nkx1-2*, *Fgf15* and *Nt5e* exhibited decreased expression in the NMP niche (caudal epiblast, primitive streak) or immediate NMP progeny, whereas expression of *B3gnt7*, *Erf* and *Adgra2* did not change in *Raldh2*^−/−^ embryos; *n*=3 for each gene examined (Fig. 4; Table 2). *Gbx2* had greatly reduced expression in the presomitic mesoderm, spinal cord and neural plate; in caudal lateral epiblast, wild-type expression of *Gbx2* along the border with the presomitic mesoderm was lost (Fig. 4A). *Zfp503* had greatly reduced expression in the caudal lateral epiblast and presomitic mesoderm, and missing expression in neural plate/spinal cord (Fig. 3B). *Zfp703* had missing expression in the primitive streak region, neural plate/spinal cord and posterior lateral plate mesoderm (Fig. 4C). *Nkx1-2* had missing expression in the spinal cord (posterior neural tube), but expression was increased in the neural plate (Fig. 4D). *Fgf15* had missing expression in the posterior spinal cord close to the node (Fig. 4E). *Nt5e* had reduced expression in the neural plate and caudal lateral epiblast (Fig. 4F). Thus, we have identified six rapidly responding RA target genes that require RA *in vivo* for normal activation in the NMP niche and/or NMP progeny.

**Fig. 4.**
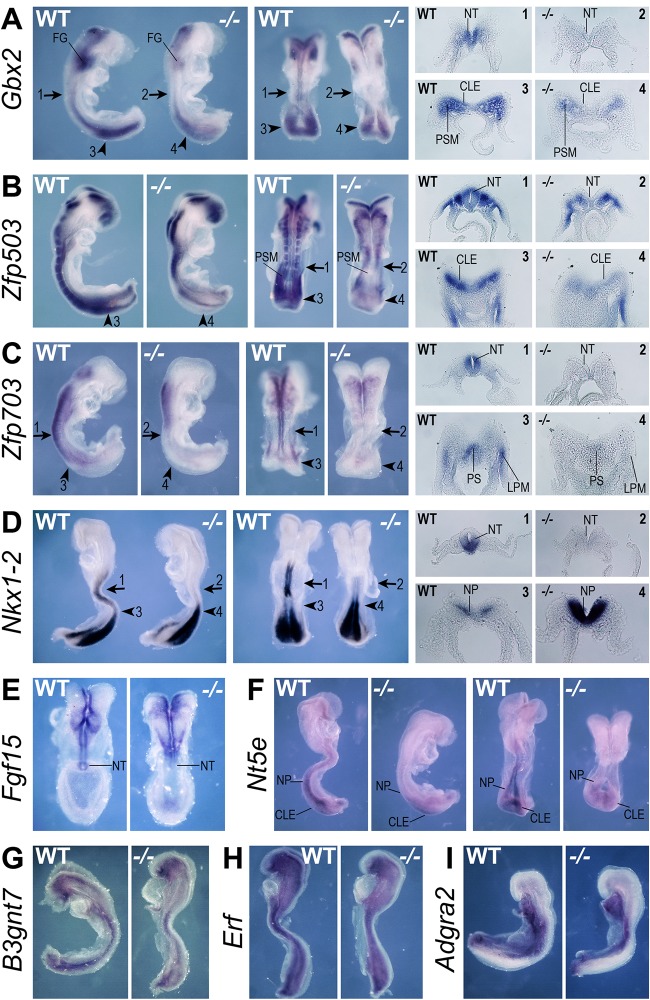
***In vivo* validation of genes activated in RA-treated NMPs.** Shown are whole-mount *in situ* hybridization results to detect mRNA in E8.0-E8.5 wild-type (WT) and *Raldh2*^−/−^ (−/−) RA-deficient mouse embryos. Analyzed here are several genes that were found by RNA-seq to be activated by treatment of NMPs with 25 nM RA: (A) *Gbx2*, (B) *Zfp503*, (C) *Zfp703*, (D) *Nkx1-2*, (E) *Fgf15*, (F) *Nt5e*, (G) *B3gnt7*, (H) *Erf*, (I) *Adgra2*; *n*=3 embryos examined for each gene. Arrows indicate the location of transverse sections through the posterior neural tube; arrowheads indicate the location of transverse sections through the caudal epiblast or neural plate; numbered panels to right refer to corresponding sections. CLE, caudal lateral epiblast; FG, foregut; LPM, lateral plate mesoderm; NT, neural tube; NP, neural plate; PS, primitive streak; PSM, presomitic mesoderm.

Analysis of two potential RA target genes that are repressed by RA in NMPs (*Id1* and *Fst*) showed that both exhibit increased expression in the NMP niche when comparing wild-type and *Raldh2*^−/−^ embryos; *n*=3 for each gene examined (Fig. 5A-C; Table 2). Caudal expression of *Id1* is normally limited to the lateral/ventral mesoderm progenitors in the very caudal tip of the embryo that generate lateral plate mesoderm, however in the absence of RA we observed that *Id1* expression is extended anteriorly, ectopically encroaching into the primitive streak and presomitic mesoderm domains (Fig. 5A,B). Also, as embryos undergo body axis extension, *Id1* is normally downregulated in the trunk lateral plate mesoderm, but this process was perturbed in the absence of RA, most notably in early somite stages (Fig. 5B). Caudal expression of *Fst* is normally most evident in the somites at the 7-somite stage, however in the absence of RA we found that *Fst* is ectopically expressed in the caudal lateral epiblast and presomitic mesoderm, plus at a higher level in somites (especially in the ventrally located sclerotome) (Fig. 5C). *Fst* is normally evident in the caudal lateral epiblast at E8.0, where RA was previously shown to repress it in anterior/lateral domains of the niche (Ribes et al., 2009). We show here that RA is ultimately required to extinguish *Fst* in the whole caudal region shortly after somitogenesis begins. Thus, we have identified two RA targets that are repressed by RA in the NMP niche, in addition to two previously identified RA-repressed genes (*Fgf8* and *Wnt8a*). Together with our identification of six new RA-activated genes in the NMP niche, these observations demonstrate the effectiveness of combining *in vitro* and *in vivo* studies to identify new RA target genes.

**Fig. 5.**
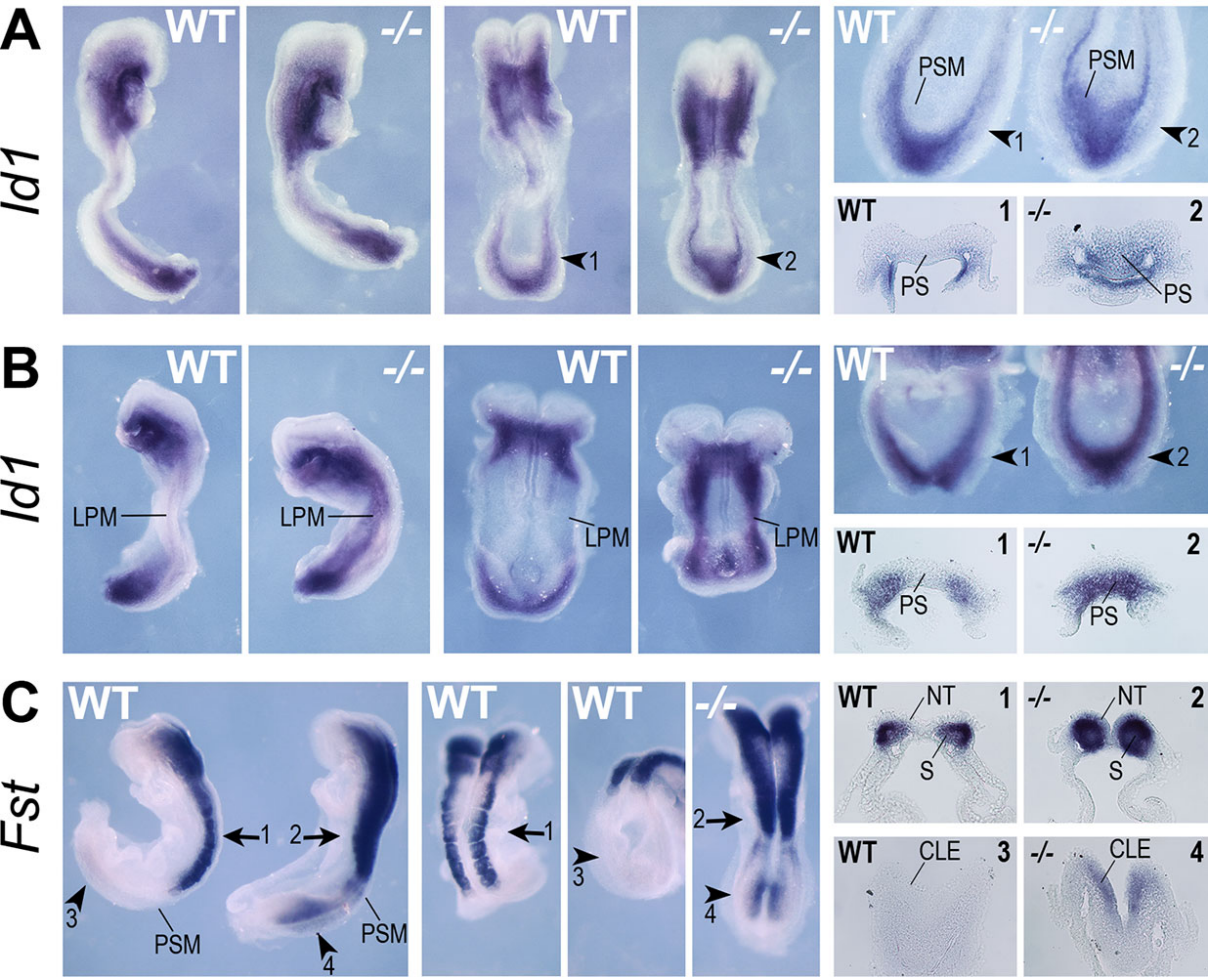
***In vivo* validation of genes repressed in RA-treated NMPs.** Shown are whole-mount *in situ* hybridization results to detect mRNA in E8.0-E8.5 wild-type (WT) and *Raldh2*^−/−^ (−/−) RA-deficient mouse embryos. Analyzed here are two genes that were found by RNA-seq to be repressed by treatment of NMPs with 25 nM RA: (A,B) *Id1*, (C) *Fst*; *n*=3 embryos examined for each gene. Arrows indicate the location of transverse sections through the posterior neural tube; arrowheads indicate the location of transverse sections through the caudal epiblast; numbered panels to right refer to corresponding sections. CLE, caudal lateral epiblast; LPM, lateral plate mesoderm; NT, neural tube; PS, primitive streak; PSM, presomitic mesoderm; S, somite.

## DISCUSSION

Previous *in vivo* genetic experiments have revealed roles for RA signaling in both posterior neurogenesis and somitogenesis, however, the role of RA within the NMP niche and the early molecular response to RA signaling is unclear. To address this, we devised an unbiased platform to study RA signaling at the whole genome level in ESC-derived NMPs with *in vivo* genetic corroboration. NMPs were treated with either a physiological dose of RA (25 nM) or a pharmacological dose of RA (1 µM) followed by whole transcriptome RNA-seq analysis. Both doses of RA activated numerous genes associated with RA signaling and metabolism, as well as other known embryonic RA signaling targets (e.g. 3′ *Hox* genes, *Cdx1*). 

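With 1 µM RA, *Rarb* reached a mean RPKM of 6.23 ± 0.105 (SD, n = 2), *Rara* NM_001176528 6.14 ± 0.00540, *Dhrs3* NM_011303 15.1 ± 0.804, *Cyp26a1* 278 ± 8.17 and *Cyp26c1* 1.56 ± 0.225, and all of these were upregulated at both doses. The log2 fold change at 1 µM RA was 6.08 for *Rarb* (standard error 0.31, adjusted p = 1.4e-173 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment), 2.93 for *Rara* (standard error 0.14, adjusted p = 2.2e-97), 6.82 for *Dhrs3* (standard error 0.34, adjusted p = 5.6e-188) and 2.40 for *Cyp26a1* (standard error 0.050). In the direct comparison of 1 µM RA with 25 nM RA, *Dhrs3* NM_011303 differed by 0.96 (standard error 0.14, adjusted p = 1.3e-08) and *Cyp26a1* by 0.64 (standard error 0.049, adjusted p = 6.0e-35), while *Rarb* NM_011243 differed by 0.33 (standard error 0.13, adjusted p = 0.27). With the counts of its 4 transcripts summed, *Rarb* differed by 0.36 (standard error 0.074, adjusted p = 3.0e-04, and 0.015 by edgeR's quasi-likelihood test). *Hoxa2* had a log2 fold change of 2.92 at 1 µM RA (standard error 0.31, adjusted p = 2.2e-19), *Hoxb1* 1.16 (standard error 0.16, adjusted p = 2.1e-10) and *Cdx1* 1.94 (standard error 0.12, adjusted p = 1.8e-53). None of *Hoxa2*, *Hoxb1* and *Cdx1* differed between the doses at an adjusted p under 0.1, as transcripts or as gene sums.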

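By the paper's thresholds and edgeR's likelihood ratio test, 1 µM RA altered 60.8% more transcripts than 25 nM RA, 156 against 97. The percentage was 64.9% by edgeR's quasi-likelihood test, 70.6% by DESeq2's Wald test, 48.6% with the counts of a gene's transcripts summed and 42.9% with a log2 fold change beyond 1 required in both directions. It was 57% with the replicate number as a block, the pairing being taken from the labels, and same-numbered samples of the RA doses deviated together with a correlation of -0.0259. *Stra8* had 0.759 RPKM with 25 nM RA and 1.24 RPKM with 1 µM RA. It was above DMSO at an adjusted p under 0.1 at either dose, and it did not differ between the doses in the direct comparison, with a log2 difference of 0.71 (adjusted p = 0.57 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment). In the fit of counts summed per gene, the adjusted p of the *Stra8* difference was 0.020.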

Even within a short treatment time period, 1 µM RA altered expression of 66% more genes than 25 nM RA, including *Stra8* and *Pitx2* that are normally RA-activated but only at later stages in other tissues not derived from NMPs. Thus, 1 µM RA overrides the normal control mechanisms for many genes. Also, only about half of the genes altered by 1 µM RA were similarly altered by 25 nM RA. 

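Of the 156 transcripts altered by 1 µM RA, 81 (51.9%) were on the 25 nM RA list in the same direction, and of the 97 altered by 25 nM RA, 83.5% were on the 1 µM RA list. Of the 75 transcripts on the 1 µM RA list only, 54 were upregulated and 21 downregulated. In the same direction at 25 nM RA, 29 of those 54 and 14 of those 21 had an adjusted p under 0.1 from edgeR's likelihood ratio test without passing the other thresholds. The same DMSO samples served both doses, which can favour the same direction. The direct comparison of 1 µM RA with 25 nM RA gave an adjusted p under 0.1 for 4 of the 54 and 5 of the 21.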

Our observations lead us to conclude that use of a supraphysiological dose of RA leads to inappropriate gene activation/repression, thus pointing out the importance of using endogenous RA concentrations when treating cells *in vitro* to more closely mimic *in vivo* conditions. We also note that our use of RA-treated NMPs that are exposed to RA *in vivo*, rather than ESCs that are not exposed to RA *in vivo*, is more likely to identify genes that are normally regulated by RA *in vivo*.

Based on our 25 nM RA-treatment data, we have identified a cohort of genes expressed in the NMP niche and in NMP progeny that are rapidly activated or repressed by endogenous RA signaling, suggesting both instructive and permissive roles for RA in NMP differentiation. Combined with *in vivo* validation using RA-deficient *Raldh2*^−/−^ embryos, our findings provide new insight into NMP biology (Fig. 6). In the caudal lateral epiblast and primitive streak, together comprising the NMP niche (Wymeersch et al., 2016), expression of *Zfp503* and *Zfp703* (a pair of orthologous zinc finger proteins), *Gbx2*, and *Nt5e* was missing or greatly downregulated in the absence of RA, while *Fst* and *Id1* were upregulated. As *Raldh2*^−/−^ embryos exhibit premature termination of body axis extension (Cunningham and Duester, 2015), these observations provide candidate RA target genes for determining how RA controls maintenance of caudal progenitors. In the neuroectodermal progeny of NMPs (neural plate and spinal cord), expression of *Zfp503*, *Zfp703*, *Nt5e*, *Gbx2* and *Fgf15* was missing or greatly downregulated. In the presomitic mesodermal progeny of NMPs, expression of *Gbx2* and *Zfp503* was missing or greatly downregulated in the absence of RA, while *Fst* was ectopically expressed. Our findings thus greatly increase the number of genes known to require endogenous RA for proper expression in the presomitic mesodermal lineage (Fig. 6A). Although our observed loss of *Nkx1-2* expression in the spinal cord of *Raldh2*^−/−^ embryos is consistent with the results of our RA-treated NMPs, *Nkx1-2* expression in the neural plate of *Raldh2*^−/−^ embryos was increased by loss of RA; however, this result may be secondary to increased expression of caudal *Fgf8* in the absence of RA as FGF8 is known to activate *Nkx1-2* expression (Sasai et al., 2014). These findings suggest that *Nkx1-2* expression in caudal progenitors wanes as epiblast cells incorporate into the neural plate where less *Fgf8* is expressed, but then it is activated by RA when the neural tube is formed. Upregulation of genes expressed in the neural lineage from NMPs suggests RA is promoting early neural fate specification, consistent with impaired neural differentiation in *Raldh2*^−/−^ mutants (Cunningham and Duester, 2015). Interestingly, our 2 h RA treatment did not induce *Pax6* and *Neurog2* that possess nearby RAREs and are known to require RA for activation in the spinal cord *in vivo* (Diez del Corral et al., 2003; Molotkova et al., 2005; Ribes et al., 2008; Oosterveen et al., 2013); activation of these genes evidently occurs during later molecular events. 

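*Neurog2* (NM_009718, chromosome 3 from 127633145 to 127635631 of mm10) had a mean RPKM of 0.0369 ± 0.0221 (SD, n = 2) in DMSO, 0.0561 ± 0.0130 with 25 nM RA and 0.0207 ± 0.000186 with 1 µM RA, too few reads to pass the filter on low counts, so that it was not tested. *Pax6* is represented by 8 transcripts (NM_001310144 on chromosome 2 from 105675744 to 105698410), and their sum had 0.0524 ± 0.00561 RPKM in DMSO, 0.0663 ± 0.0100 with 25 nM RA and 0.0828 ± 0.00811 with 1 µM RA. The log2 fold change of the summed *Pax6* counts was 0.34 at 25 nM RA (standard error 0.48, adjusted p = 0.87 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and 0.70 at 1 µM RA (standard error 0.46, adjusted p = 0.32). A small change of either gene was not detectable at this depth.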

Also, the lack of significant *Sox1* expression after 2 h of RA treatment shows that the molecular events we are observing precede mature formation of the neural tube.

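*Sox1* (NM_009233, chromosome 8 from 12395519 to 12399555 of mm10) had a mean RPKM of 0.237 ± 0.0120 (SD, n = 2) in DMSO, 0.198 ± 0.0246 with 25 nM RA and 0.199 ± 0.0259 with 1 µM RA. *Sox1* had log2 fold changes of -0.26 at 25 nM RA (standard error 0.37, adjusted p = 0.9999 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and -0.26 at 1 µM RA (standard error 0.37, adjusted p = 0.84), both smaller than their standard errors.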

**Fig. 6.**
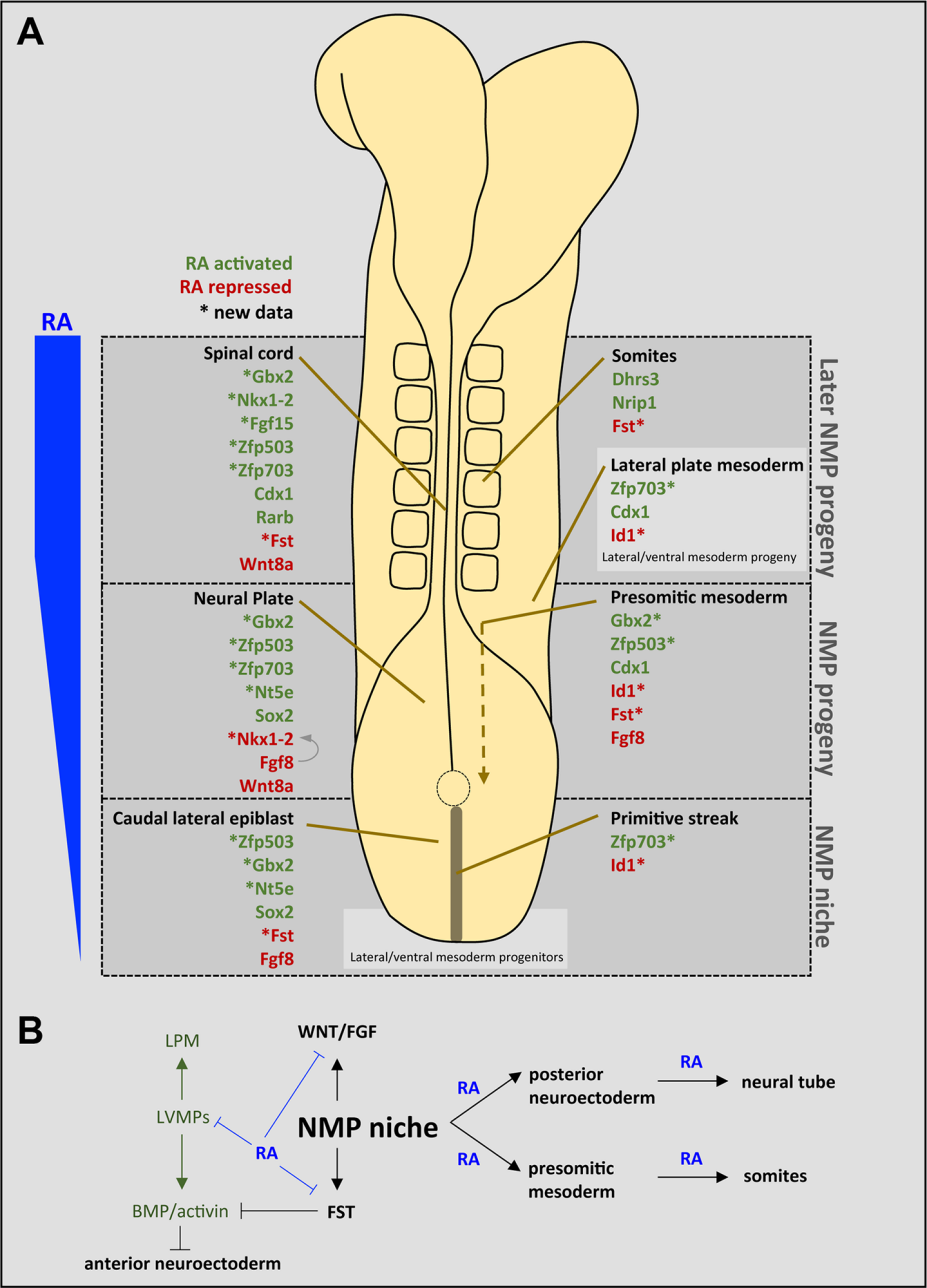
**Summary of rapidly responding RA target genes in ESC-derived NMPs validated *in vivo*.** (A) Schematic dorsal view of a 6-somite mouse embryo showing genes activated (green) or repressed (red) by RA based upon both RNA-seq data of RA-treated NMPs and RA-deficient embryos. New RA target genes identified here (marked by an asterisk) were examined in *Raldh2^−/−^* mouse embryos; remaining genes were previously shown to be RA targets based upon examination of zebrafish, chick, or mouse RA-deficient embryos. RA (indicated in blue) is produced anterior to the NMP niche, predominantly by mesodermal progeny of NMPs (presomitic mesoderm and somites that express *Raldh2*), forming a gradient that extends caudally into the NMP niche. (B) Proposed influence of RA signaling in caudal progenitors, including the NMP niche (and progeny) and lateral/ventral mesoderm progenitors (LVMPs).

Among the RA-activated neural lineage expressed genes that we find to be early responders of RA signaling in the NMP niche, several have functions later in the posterior neural lineage. *Gbx2* later functions in dorsoventral patterning of the posterior neural tube (Luu et al., 2011) and *Zfp503* has later roles during lateral motor column development (Ji et al., 2009), but a role for either in the caudal lateral epiblast or neural plate is unknown. *Zfp703* was recently identified as a negative feedback regulator of Wnt/β-catenin signaling that targets the β-catenin/TCF1 transcription complex (Kumar et al., 2016), thus potentially complementing RA repression of *Wnt8a* in the neuroectoderm (Cunningham et al., 2015b). Chick embryo studies suggest *Nkx1-2* functions to specify both floor plate and the neural crest lineages in the neural tube, whereas its function in the caudal lateral epiblast is unknown (Sasai et al., 2014). *Fgf15* functions to promote neural progenitor cell differentiation in the neural tube (Parchem et al., 2015). *Nt5e* encodes an enzyme that hydrolyzes extracellular AMP to adenosine in the spinal cord and has been identified as an NMP marker (Gouti et al., 2014), but its function in the NMP niche is unknown. From our *in vitro* analysis of RA-treated NMPs, we can now also include *Sox2* as an early upregulated responder to RA signaling during NMP differentiation; previous *in vivo* analysis of *Raldh2*^−/−^ embryos showed that *Sox2* expression in the caudal lateral epiblast and neural plate is activated by RA (Ribes et al., 2009; Cunningham et al., 2015a). 

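*Sox2* (NM_011443, plus strand of chromosome 3 from 34650005 to 34652460 of mm10) rose from a mean RPKM of 5.20 ± 0.00892 (SD, n = 2) in DMSO to 15.4 ± 0.199 with 25 nM RA and 16.3 ± 1.35 with 1 µM RA. On the log2 scale the change of *Sox2* was 1.56 at 25 nM RA (standard error 0.10, adjusted p = 1.8e-56 from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment) and 1.64 at 1 µM RA (standard error 0.10, adjusted p = 8.6e-63), and the doses did not differ (0.080, standard error 0.089, adjusted p = 0.96). With each sample left out in turn, it stayed between 1.55 and 1.57 at 25 nM RA and between 1.55 and 1.73 at 1 µM RA. The adjusted p at 25 nM RA was 0.0012 by edgeR's quasi-likelihood test. *T* was unchanged by this measure, with 375 ± 6.98 RPKM in DMSO and 375 ± 4.29 RPKM with 25 nM RA (log2 fold change -0.0050, adjusted p = 0.9999).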

Altogether, these findings demonstrate that RA promotes early neural differentiation of NMPs, i.e. the transition from caudal epiblast to neuroectoderm.

Our findings also demonstrate that RA is required for proper differentiation of NMPs to the presomitic lineage. We found that *Gbx2* and *Zfp503* (both activated by RA in the neural lineage) are also both activated by RA in presomitic mesoderm; previous studies showed that *Gbx2* functions in anteroposterior patterning of the presomitic mesoderm (Carapuco et al., 2005) whereas the function of *Zfp503* in presomitic mesoderm is unknown. These data suggest that RA activates genes to regulate the presomitic mesoderm lineage in addition to promoting neural differentiation, and in some cases the same genes are activated in both lineages (*Gbx2*, *Zfp503*). Conversely, in the absence of RA, *Id1* expression, which is normally activated by BMP in the lateral/ventral mesoderm progenitors (LVMPs) at the caudal tip of the embryo, expands anteriorly into the NMP niche and presomitic mesoderm, suggesting that RA is acting to restrict the LVMP niche, thus defining the posterior extent of the NMP niche. Recent studies have shown that LVMPs do not require WNT signaling for differentiation, whereas NMPs do, highlighting a major distinction between these two classes of caudal progenitors (Wymeersch et al., 2016). Our studies now suggest that RA functions differently in NMPs and LVMPs. Consistent with a requirement of RA to limit LVMPs, we also observed that *Id1+* lateral plate mesoderm is expanded under RA deficiency in the trunk, including enlargement of the heart. We find that *Zfp703* is activated by RA in the lateral plate mesoderm which may be associated with the ability of *Zfp703* to modulate Wnt/β-catenin signaling (Kumar et al., 2016). Thus, RA may function in both the NMP and LVMP niches to ensure balanced formation of presomitic and lateral plate mesoderm (Fig. 6B).

*Fst* is another caudal RA-repressed gene and we show that RA is required to repress *Fst* entirely in the caudal region shortly after the onset of somitogenesis, when expression shifts exclusively to the somites; thus *Fst* is an early, but not late, NMP marker and this switch is dependent on RA. *Fst* antagonizes BMP (alongside other BMP antagonists) during anterior neural induction, but posterior neural induction does not require BMP antagonism (Rentzsch et al., 2004). Thus, RA repression of *Fst* in the caudal lateral epiblast coincides with posteriorization of neural ectoderm. *Fst* also functions in the mesoderm where it promotes a presomitic mesoderm fate at the expense of a lateral plate mesoderm fate during somitogenesis (Stafford et al., 2014). We observed that RA-deficient embryos have increased *Fst* expression in both presomitic mesoderm and somites, therefore it will be interesting to determine whether increased *Fst* expression contributes to the small somite phenotype of RA-deficient embryos.

NMPs are a potentially vital source of progenitors for clinical use to treat disease or injury to the spinal cord and axial skeleton. Full understanding of the early signaling events surrounding RA-induced differentiation of NMPs is critical for understanding how neural and mesodermal tissues normally first arise and for developing successful regenerative medicine approaches based on stem/progenitor cell based therapies.

## MATERIALS AND METHODS

### Generation of NMPs and RA treatment

Mouse ESCs (C57BL/6) were maintained on mitotically inactive mouse embryonic fibroblast feeders plus ESGRO LIF (Millipore); this cell line was recently authenticated and tested for contamination. Mouse ESC differentiation to NMPs was conducted as previously described (Gouti et al., 2014; Turner et al., 2014) except for the use of retinoid-free B27 supplement that lacks both RA and retinoid substrates that could be used by the cells themselves to produce RA (retinyl esters, retinol, retinaldehyde, and carotenoids). The suppliers for critical reagents were as follows: N2 and retinoid-free B27 supplements (ThermoFisher), bFGF (PeproTech, Rocky Hill, NJ, USA), CHIR99021 (Cayman Chemical, Ann Arbor, MI, USA), all-*trans* RA (Sigma-Aldrich Corp.). Briefly, ESCs were grown at a density of 10^4^ cells cm^−2^ as adherent cultures (using gelatin-coated 6-well Corning CellBind plates) in retinoid-free N2B27 medium with bFGF (10 ng/ml) for 48 h, then with N2B27/bFGF plus CHIR (5 µM) for 24 h (or N2B27/bFGF alone to test CHIR effect). At 72 h, bFGF/CHIR99021 was removed and replaced with N2B27 plus all-*trans* RA (25 nM, 1 µM, or DMSO control), then immediately processed for total RNA extraction (mirVana kit; ThermoFisher), which was purified and stored at −80°C.

### Quantitative RT-PCR analysis of ESC-derived NMPs

For cDNA synthesis, 1 µg of purified total RNA was reverse transcribed using QuantiTect reverse transcription kit (Qiagen) according to manufacturer's instructions. qRT-PCR was conducted with the 7900HT Fast Real-Time PCR system (Applied Biosystems) using iTaq SYBR Green Supermix (Bio-Rad). Primers sequences were obtained from the PrimerBank public database (Harvard University, https://pga.mgh.harvard.edu/primerbank/) and are available upon request. Data were analyzed with the ΔΔCt method. Each condition was performed as cells grown in triplicate in three different cell culture dishes as technical replicates. The reported normalized expression values were determined by dividing the original qRT-PCR values for each replicate by the beta-actin expression values for that replicate, thus making the beta-actin value=1, then the beta-actin normalized values for each cell culture condition were divided by beta-actin normalized values for the ES cells (day 0) condition, thus making the ES cell values for each marker=1.

### RNA-seq analysis of RA-treated NMPs

Barcoded cDNA libraries were prepared from duplicate technical replicates (each condition performed as cells grown in duplicate in two different cell culture dishes) using Illumina TruSeq Stranded Total RNA w/Ribo Gold kit. Sequencing was performed on Illumina HiSeq 1500 with Rapid Run flow cell, generating 40-60 million reads per sample with 50 bp single-end reads. Sequences were aligned to mouse mm10 reference genome using TopHat splice-aware aligner (https://ccb.jhu.edu/software/tophat/index.shtml); transcript abundance was calculated using an expectation-maximization approach; reads per kilobase of genome mapped per million (RPKM) was used for within-sample normalization; generalized linear model likelihood ratio test in edgeR software (http://www.bioconductor.org/packages/release/bioc/html/edgeR.html) was used as a differential test.

Heat map analysis of RNA-seq data was performed by using the GenePattern tool from the Broad Institute (http://software.broadinstitute.org/cancer/software/genepattern). Gene ontology (GO) analysis of RNA-seq data was performed using the MGI GO Slim Chart Tool available from Mouse Genome Informatix (http://www.informatics.jax.org/gotools/MGI_GO_Slim_Chart.html).

### Generation of mouse embryos

*Raldh2*^−/−^ mice (*Mus musculus*) have been previously described (Sirbu and Duester, 2006); genotyping was performed by PCR analysis of yolk sac DNA. All mouse studies conformed to the regulatory standards adopted by the Institutional Animal Care and Use Committee at the SBP Medical Discovery Institute which approved this study under Animal Welfare Assurance Number A3053-01.

### Whole mount *in situ* hybridization

Detection of mRNA in mouse embryos by whole mount *in situ* hybridization and tissue sectioning was performed as previously described (Sirbu and Duester, 2006). RNA *in situ* probes were designed to hybridize to the last exon/3′-untranslated regions of their respective genes (with the exception of *Id1*; see below). Probes were transcribed using T7 RNA polymerase from templates generated by PCR, using T7-promoter-linked reverse primers; forward and T7-reverse primers for each gene analyzed are as follows:

*Gbx2* F AGGGCAAGGGAAAGACGAGT, T7R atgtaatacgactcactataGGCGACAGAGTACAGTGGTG; *Zfp503* F TTCATGCTCCCTAACGACCC, T7R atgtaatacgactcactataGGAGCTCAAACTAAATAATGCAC; *Zfp703* F CTGCTCAGCCATCTACGGACTC, T7R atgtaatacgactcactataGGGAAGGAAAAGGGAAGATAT; *Nkx1-2* F AGAGGAGGAGGAGGAAGCTGA, T7R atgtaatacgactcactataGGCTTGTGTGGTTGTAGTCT; *Fgf15* F GCTACTCGGAGGAAGACTGTACC, T7R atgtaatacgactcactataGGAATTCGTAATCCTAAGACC; *Nt5e* F GCGTGGTTTCTGAATACATCTC, T7R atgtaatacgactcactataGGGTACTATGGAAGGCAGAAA; *B3gnt7* F TATTGATGATGTCTTCCTGGGCA, T7R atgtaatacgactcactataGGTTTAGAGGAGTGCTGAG; *Erf* F AGGACATGAAACGGTACCTGCA, T7R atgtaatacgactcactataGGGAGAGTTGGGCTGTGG; *Adgra2* F CCGCTCCTATCCGCTCAACA, T7R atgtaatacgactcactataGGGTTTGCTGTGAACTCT; *Fst* F CAACGCTGTAATGTGGCTGTG, T7R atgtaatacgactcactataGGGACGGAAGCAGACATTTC. The *Id1* probe was generated by cloning the *Id1* cDNA coding sequence (447 bp from ATG start codon to TGA stop codon) into the pCS2+ vector, and then transcribing using T7 RNA polymerase.

How the deposited data were processed for this re-analysis (not part of the article)

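RNA-seq was analysed for 6 samples of NMPs derived from mouse ESCs over 3 days, which were treated for 2 h with 25 nM RA, with 1 µM RA or with DMSO, 2 samples per condition. The duplicates are separate culture dishes, called technical replicates in the methods. The grouping was taken from the sample labels.

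The authors sequenced ribosomal RNA-depleted total RNA, aligned the reads with TopHat to mm10 and estimated transcript abundance by expectation-maximization. The estimated counts of RefSeq transcripts were made by the authors in this way and deposited without normalization, and many of them are not whole numbers. The RPKM values were calculated by the authors from transcript length and the reads of each sample. There were 30352 transcripts of 20631 genes in each of the 6 files. Estimated counts summed to between 31753556 and 42029348 per sample, and the RPKM values imply totals between 38466126 and 51499056. The estimated counts and not the RPKM values were used for tests.

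Estimated counts were rounded and fitted in edgeR 4.0.16 under R 4.3.3 with TMM normalization, the filterByExpr filter, and the generalized linear model likelihood ratio test that the methods name, with 1 coefficient per condition for all 6 samples. P-values were adjusted by the Benjamini-Hochberg method over the 22074 transcripts tested. A transcript was called upregulated with an adjusted p under 0.1, a log2 fold change above 1 and a mean RPKM of the RA-treated samples above 1, and downregulated with an adjusted p under 0.1, a log2 fold change below -0.6 and a mean RPKM of the DMSO samples above 7. The direct comparison of 1 µM RA with 25 nM RA was a contrast in the same fit. Errors are SDs of the duplicates for RPKM and standard errors of the fit for log2 fold changes. With 2 samples per condition no permutation of samples can reach a small p, so that none was made.

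Genes are named in the text by a rule: every gene that the paper names as measured by RNA-seq, and at each dose the 5 transcripts with the smallest adjusted p in each direction whose RA-treated samples lie on the same side of both DMSO samples. A few further genes are named as examples of a count. Results for some genes that the paper names are not reported here.

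The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2's size factors, total counts, other filters on low counts, only the 4 samples compared, the replicate number as a block, an adjusted p under 0.05, other RPKM and logFC thresholds, counts summed per gene, and leaving out each sample in turn without a test. Corrections for GC content and transcript length were fitted as loess offsets. The tests were tried on simulated data with 200 transcripts changed by a fold change of 2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

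Gene positions are from the GRCm38 (mm10) annotation. The qRT-PCR, gene ontology, in situ hybridization and RARE results were not analysed here, nor were the values of 13 non-coding RNA genes that Fig. 3 lists.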

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

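Chosen only after the result was seen were the tests of library size, closeness to the thresholds and the *Myc* transcripts. So was that of the gene sums of transcripts listed at one dose. edgeR's quasi-likelihood test was an alternative chosen before the data were examined, and only its use to explain the calls was chosen afterwards.

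When 1 µM RA was compared with 25 nM RA directly, 398 transcripts differed at an adjusted p under 0.1 by edgeR's likelihood ratio test, 156 higher and 242 lower at 1 µM RA, with a median absolute log2 difference of 0.61. After a correction for GC content 324 of the 398 still passed, after one for transcript length 333, and without the 20 transcripts with the most counts 395, so that none of these accounts for most of the calls alone. The mean totals of estimated counts had a ratio of 1.018 between the doses, too close to equal for library size to account for them. The calls depend on the test, since edgeR's quasi-likelihood test called 2 transcripts. Of the 296 differing transcripts that belong to genes with several transcripts, 39 had a gene sum that differed in the same direction, so the division of a gene's reads among its transcripts remains a candidate explanation for most of these. The pattern was therefore not called biological.

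Of the 91 transcripts on the list of one dose only, 12 differed between the doses when the difference itself was tested. In 86 the change had the same direction at both doses, which the shared DMSO samples can favour. Among transcripts of genes with several transcripts, the gene sum passed the same thresholds for 9 of 58 on one list and 21 of 31 on both lists. Fisher's exact test, 2-sided, gave p = 1.21e-06, transcripts of a gene not being independent. The median absolute log2 fold change of all transcripts on one list only was 1.09 at 1 µM RA and 1.27 at 25 nM RA. For those on both lists it was 1.66 and 1.49. Gene sums of transcripts nearer the thresholds pass less often in any case, so this test does not single out the division of reads. Differences near the thresholds and the division of reads among transcripts both remain as candidate explanations for a transcript being on one list only. At the level of transcripts, edgeR's quasi-likelihood test calls none of the 12. With counts summed per gene it calls a difference between the doses for the genes of 5 of them, *Prrc2a*, *Fn1*, *Sgk1*, *Mir6236* and *Fst*. All 5 of these sums were lower at 1 µM RA. For most gene sums lower at that dose, GC content and length together remain a candidate explanation.

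With counts summed per gene, 8 genes passed the thresholds at 1 µM RA that Fig. 3 does not list, *Aurkc*, *Dmkn*, *Krtdap*, *Snord8* and *Sytl4* upwards and *Myc*, *Scarna17* and *Snora5c* downwards. *Snord8*, *Scarna17* and *Snora5c* are small RNAs with few counts. At 25 nM RA, *Aifm2*, *Isg15* and *Ndufs5* passed upwards and *Snora21* and *Snora61* downwards. Of these, *Aifm2* had a log2 fold change of 1.20 (adjusted p = 2.3e-08 from edgeR's likelihood ratio test) and *Snora21* one of -0.66 (adjusted p = 0.017).

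*Myc* had the smallest adjusted p of the 8 genes at 1 µM RA. Summed over its 4 transcripts it fell from 11.6 ± 1.07 RPKM (SD, n = 2) in DMSO to 7.71 RPKM with 25 nM RA and 6.27 ± 0.738 RPKM with 1 µM RA. The log2 fold change was -0.90 at 1 µM RA (standard error 0.088, adjusted p = 2.4e-22 from edgeR's likelihood ratio test, lower in both RA-treated samples than in both DMSO samples) and -0.60 at 25 nM RA (adjusted p = 3.4e-10), and the doses differed by -0.30 (adjusted p = 0.049). The largest RPKM of a single *Myc* transcript in DMSO was 3.43, below the threshold of 7, so that the division of reads among its transcripts is a candidate explanation for its absence from a list of transcripts. GC content and length were not tested for *Myc*, and a biological explanation was not tested.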

How the results depend on the processing

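The alternatives were chosen before the data were examined, except the counts summed per gene for single genes, the separate DMSO samples, the corrections for GC content and length, the removal of the 20 transcripts with the most counts, and the combinations of settings. Causes were not tested unless stated.

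Without an RPKM threshold, the transcripts upregulated and downregulated were 200 and 157 at 25 nM RA and 288 and 372 at 1 µM RA, in all 357 and 660, with 207 at both doses and 810 at either. With a log2 fold change beyond 1 in both directions, 0 transcripts were downregulated at 25 nM RA and 0 at 1 µM RA, and at an unadjusted p under 0.05 there were 0 and 1. With counts summed per gene, 86 genes were upregulated at 1 µM RA. Under the other alternatives tried each of these list counts stayed within a factor of 1.5.

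The 398 transcripts differing between the doses became 2 by edgeR's quasi-likelihood test (1942 at an unadjusted p under 0.05), 111 by DESeq2's Wald test, and 220 gene sums by the quasi-likelihood test with a correction for GC content and length together. The correlation of log2 fold changes between doses, 0.582 across all transcripts, was 0.701 across those with an adjusted p under 0.1 at either dose, and 0.189 or 0.159 with separate DMSO samples.

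The percentage by which more transcripts were altered at 1 µM RA than at 25 nM RA ranged from 39.18 to 79.31 across the 6 fits that each left out one sample, and from 42.86 to 84.87 under the other alternatives. Without a sample the lists of all 6 samples were only checked again and could not gain transcripts, so that leaving out a 1 µM RA sample could not raise the percentage and leaving out a 25 nM RA sample could not lower it, and the first range is not a measure of sampling variation.

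Reversed with counts summed per gene were the log2 differences between the doses of *Drap1* NM_001291080 (0.00028) and *Fgf8* NM_001166361 (-0.046), the changes of *Drap1* NM_024176 at 25 nM RA (0.0088) and 1 µM RA (0.0091), and that of *Tfpt* at 1 µM RA (0.064). None of these sums had an adjusted p under 0.1.

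With one sample left out, signs changed within these ranges: *Drap1* NM_024176 at 1 µM RA from -0.057 to 0.027, *Fgf8* NM_001166361 at 1 µM RA from -0.27 to 0.063, *T* at 25 nM RA from -0.018 to 0.0082, and between the doses *Fgf8* NM_010205 from -0.094 to 0.064, *Halr1* from -0.72 to 0.19 and *Nkx1-2* from -0.098 to 0.027.

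Of 986 values of the 118 log2 fold changes of named transcripts under the alternatives other than leaving out a sample, 956 kept direction and call, 18 became weaker, 7 stronger and 5 reversed. Few reads limit *Stra8* and *Halr1*, whose fold changes are uncertain in size, and *Neurog2*, which could not be tested.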

Differences from the paper's values

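The mean RPKM of *Cdx1* was 6.36 ± 0.468 (SD, n = 2) in DMSO and 21.8 ± 2.70 with 25 nM RA, where the paper's values are 2.7 and 7.0. With RPKM on TMM-scaled library sizes, the only alternative for RPKM values set before the data were examined, the values were 6.31 and 21.8, which did not close the gap.

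The totals of altered transcripts were within a factor of 1.5 of the paper's. They were 156 at 1 µM RA, 97 at 25 nM RA, 81 at both and 172 at either. The units differ, since Fig. 3 lists gene names, 93 up and 7 down at 25 nM RA and 140 and 26 at 1 µM RA. Of the upregulated names, 7 at 25 nM RA and 13 at 1 µM RA are not among the genes analysed here. By gene, the lists here held 84 up and 6 down at 25 nM RA and 119 and 25 at 1 µM RA. With the replicate number as a block in the fit, the total at 25 nM RA was 100 transcripts. That is the paper's number, but in unlike units, so it is no closer match. That pairing is taken from the labels, and the same-numbered DMSO and 25 nM RA samples deviated together with a correlation of -0.0146. The block shared 228 entries with the lists of Fig. 3, as did the main fit, and had 11 others against 6. With only the 4 samples compared, 230 were shared and 12 were not. The totals were then 105 at 25 nM RA, 83 at both and 179 at either, against the paper's 100, 85 and 181.

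The paper finds no gene repressed by 25 nM RA at the thresholds it used for activation. With an RPKM above 1 in DMSO, 17 transcripts passed here, and with an RPKM above 7 none did, nor did any at an unadjusted p under 0.05. The number with an RPKM above 1 was 3 by edgeR's quasi-likelihood test, 10 by DESeq2's Wald test and 21 with only the 4 samples compared, and with an RPKM above 7 none passed under these either, nor did any at an unadjusted p under 0.05. With counts summed per gene 2 genes passed, and 1 of them, the small RNA *Snora61*, had an RPKM above 7 in DMSO (42.8 ± 37.1, SD, n = 2).

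The paper places *Fgf15* and *Erf* among candidates with high RPKM. With 25 nM RA their mean RPKM here was 21.9 and 36.1, which falls in the range the paper calls medium.

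The paper describes *Stra8* as not significantly activated by 25 nM RA. Here its log2 fold change at that dose was 5.51 (adjusted p = 2.0e-14 from edgeR's likelihood ratio test, higher in both RA-treated samples than in both DMSO samples). It missed the threshold on RPKM.

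The paper describes *Nkx1-2* as activated by 25 nM RA and not significantly activated by 1 µM RA. It was on the 25 nM RA list only here as well, but its log2 fold change at 1 µM RA was 0.98 (adjusted p = 4.4e-53, higher in both samples), just below the threshold of 1.

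The paper describes *Fgf8* and *Otx2* as repressed at 25 nM RA and not significantly repressed at 1 µM RA. Summed over their transcripts, which for single genes was chosen after seeing the values, their log2 fold changes were -0.22 and -0.47 at 25 nM RA (adjusted p = 0.0037 and 1.3e-14) and -0.26 and -0.55 at 1 µM RA (adjusted p = 7.7e-05 and 1.1e-19), lower in both RA-treated samples at each dose. No single *Otx2* transcript passed the thresholds at 25 nM RA. With only the 4 samples compared, *Otx2* did.

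Fig. 3 lists genes that did not pass here. At 25 nM RA these were *E230016M11Rik*, *Fam149b*, *Gas5*, *Ppl*, *Snhg12* and *Tysnd1* upwards and *Otx2* downwards. At 1 µM RA they were a gene of NR_027820, *Abhd1*, *Dhx32*, *E230016M11Rik*, *Ggt1*, *H19*, *Slc37a4*, *Snhg8* and *Surf1* upwards and *Gapdh* and *Lars2* downwards. With only the 4 samples compared, *Fam149b*, *Ppl*, *Otx2*, *Slc37a4* and *Lars2* passed. With the replicate block *Tysnd1*, *Slc37a4* and *Lars2* passed, with counts summed per gene *Ggt1* and *Lars2*, and without a filter beyond a total count above 0 *Ppl*. The others passed under none of the alternatives tried.

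Genes that passed here and are not in the corresponding list of Fig. 3 were that of NR_027924, *Cutc*, *Isg15* and *Ndufs5*, upregulated at 25 nM RA, *Dmkn*, upregulated at 1 µM RA, and *Fkbp2*, downregulated at 1 µM RA.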

Other observations

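The test of *Lars2* was chosen only after the result was seen.

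With counts summed per gene and edgeR's quasi-likelihood test, 336 gene sums differed between 1 µM and 25 nM RA, 77 higher and 259 lower at 1 µM RA. The lower ones had a median GC content of 55.5% and a median length of 5094 bases, against 50.6% and 2816 for all genes tested. After a correction for GC content 190 of the 259 still passed, after one for length 190, and after one for GC content and length together 94, while 63 of the 77 higher ones passed after the last. GC content and length together are therefore a candidate explanation for most of the lower gene sums, and a dose effect cannot be told apart from it for these.

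Of the 81 transcripts on both lists, 69 changed more at 1 µM RA. Of the 64 genes whose sums passed at both doses 60 changed more at 1 µM RA, so that the division of reads among transcripts does not account for the pattern. With total counts in place of TMM the number of transcripts was 69. This moved the differences between the doses by at most 0.0134, against a median difference of 0.178, so this test cannot decide. Upregulated transcripts changed more at 1 µM RA in 65 of 76 cases and downregulated ones in 4 of 5. Their median absolute log2 fold changes were 1.515 and 0.70 at 25 nM RA, and 1.715 and 0.86 at 1 µM RA. A single shift of scale between the doses would enlarge changes in one direction and shrink them in the other. These values argue against such a shift for the transcripts on both lists, although only 5 were downregulated. GC content and length were not tested for the pattern.

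The correlation across transcripts of the log2 fold changes at the doses, 0.582 with the same DMSO samples, averaged 0.174 with separate DMSO samples. The shared DMSO samples are a candidate explanation for much of the correlation across all transcripts. Across the transcripts with an adjusted p under 0.1 at either dose, it was 0.630 or 0.619 with separate DMSO samples.

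*Lars2*, which Fig. 3 lists as downregulated at 1 µM RA, had an RPKM at least 2.271 times as high in replicate 1 as in replicate 2 of every condition. Its log2 fold change at 1 µM RA was -1.52 with an adjusted p of 0.17 from edgeR's likelihood ratio test. With the replicate number as a block, a pairing taken from the labels, the adjusted p was 7.7e-52, although same-numbered samples of the DMSO and 1 µM RA conditions deviated together with a correlation of only 0.0219 across transcripts. The block also gave a log2 fold change of -0.58 at 25 nM RA with an adjusted p of 3.7e-07. *Lars2* passed at 1 µM RA without a block as well. The adjusted p was 0.074 with only the 4 samples compared, and it also passed with counts summed per gene. A difference between same-numbered replicates is a candidate explanation for the smaller adjusted p with the block.

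Of the transcripts matched to the RefSeq gene table, 7 carry the name of another gene, and 1 of these is on a list. It is NM_054044, which the files name *Adgra3* and the table *Adgra2*.

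In simulated data without any change between DMSO and 25 nM RA, the likelihood ratio test made 63 calls at an adjusted p under 0.1, of which 10 passed the list thresholds. The quasi-likelihood test made 0 calls, and DESeq2's Wald test 31.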
